# Systematic mapping of TF-mediated cell fate changes by a pooled induction coupled with scRNA-seq and multi-omics approaches

**DOI:** 10.1101/gr.277926.123

**Published:** 2024-03

**Authors:** Muyoung Lee, Qingqing Guo, Mijeong Kim, Joonhyuk Choi, Alia Segura, Alper Genceroglu, Lucy LeBlanc, Nereida Ramirez, Yu Jin Jang, Yeejin Jang, Bum-Kyu Lee, Edward M. Marcotte, Jonghwan Kim

## Abstract

Transcriptional regulation controls cellular functions through interactions between transcription factors (TFs) and their chromosomal targets. However, understanding the fate conversion potential of multiple TFs in an inducible manner remains limited. Here, we introduce iTF-seq as a method for identifying individual TFs that can alter cell fate toward specific lineages at a single-cell level. iTF-seq enables time course monitoring of transcriptome changes, and with biotinylated individual TFs, it provides a multi-omics approach to understanding the mechanisms behind TF-mediated cell fate changes. Our iTF-seq study in mouse embryonic stem cells identified multiple TFs that trigger rapid transcriptome changes indicative of differentiation within a day of induction. Moreover, cells expressing these potent TFs often show a slower cell cycle and increased cell death. Further analysis using bioChIP-seq revealed that GCM1 and OTX2 act as pioneer factors and activators by increasing gene accessibility and activating the expression of lineage specification genes during cell fate conversion. iTF-seq has utility in both mapping cell fate conversion and understanding cell fate conversion mechanisms.

Master transcription factors (TFs), which control cellular identity and development, can often change cell fate upon induction in a process known as reprogramming, best exemplified by somatic cell reprogramming in which overexpression of four TFs generates induced pluripotent stem (iPS) cells from terminally differentiated cells (Takahashi and Yamanaka 2006; Takahashi et al. 2007; Yu et al. 2007; Park et al. 2008). Similarly, induction of a single master TF is often sufficient to reprogram cells in certain contexts; for example, ectopic expression of *Myod1* in fibroblasts generates myoblasts, and *Gata1* overexpression converts avian myelomonocytic cells into eosinophils, thromboblasts, and erythrocytes (Choi et al. 1990; Kulessa et al. 1995). Additionally, ectopic expression of individual trophoblast TFs, such as *Cdx2*, *Gata3*, or *Arid3a*, has been shown to convert embryonic stem (ES) cells to trophoblast-like cells (Niwa et al. 2005; Ralston et al. 2010; Rhee et al. 2014; Blij et al. 2015).

Reprogramming has enormous potential for regenerative medicine, as it enables the generation of desired cell types. To systematically test the potential of individual TFs in converting cell fates, recent studies have performed large-scale overexpression screens (Parekh et al. 2018; Nakatake et al. 2020; Ng et al. 2021; Joung et al. 2023) in human pluripotent stem cells, which are plastic and capable of differentiating into all three germ lineages and even extraembryonic lineages in vitro (Keller 1995; Smith 2001; Cho et al. 2012; Toyooka 2021). Although these studies successfully identified numerous TFs triggering differentiation of pluripotent stem cells, one study relying on a reporter was unable to annotate lineage specification (Ng et al. 2021), and the other studies using a constitutive promoter for the overexpression were unable to control the duration of TF induction (Parekh et al. 2018; Joung et al. 2023). Furthermore, none of the studies investigated the dynamic changes in the transcriptome or the action mechanisms of potent TFs during cell fate conversion.

The advent of single-cell RNA sequencing (scRNA-seq) has revolutionized our understanding of tissue and organ behavior at the level of individual cells (Ofengeim et al. 2017; Hwang et al. 2018; Papalexi and Satija 2018; Svensson et al. 2018; Madissoon et al. 2020; Li et al. 2020; Paik et al. 2020; Shiau et al. 2021). With scRNA-seq, cellular heterogeneity within an organ can be profiled at an unprecedented resolution, enabling the unbiased investigation of the single-cell transcriptome in a massively parallel manner. This approach has been used to study cellular heterogeneity in normal and abnormal settings and has also been combined with other high-throughput techniques, such as RNA interference, CRISPR-Cas9-mediated perturbation, and overexpression screens, to address numerous questions in biology and medicine without relying on a limited number of reporter genes (Adamson et al. 2016; Dixit et al. 2016; Jaitin et al. 2016; Aarts et al. 2017; Datlinger et al. 2017).

Here, we introduce iTF-seq, a novel method for a pooled induction screen of individual TFs with cell fate conversion potential. In this method, ectopic expression of TFs is performed using a transposon-based doxycycline (Dox)-inducible system, which enables greater transfection and genomic integration efficiency for the generation of individual cell lines for TF induction. Our analysis pipeline detects the induced TF (iTF) in each cell and profiles the resulting transcriptome that emerges from this induction. iTF-seq also allows subsequent multi-omics approaches through metabolic biotinylation of TFs for protein–DNA interaction (PDI) and protein–protein interaction (PPI) mappings centered on the potent TFs. In a pilot test of 80 TFs, iTF-seq identified multiple novel TFs with rapid cell fate conversion potential toward specific lineages, which underscores the importance of TFs in cell fate determination and provides valuable insights into the generation of desired cell types by TFs. The approach will serve as a framework for understanding common or unique TF-mediated cell fate conversion mechanisms.

## Results

### Construction of an SBFB vector

We developed a Sleeping Beauty (SB) transposon-based inducible vector in combination with a metabolic biotinylation (FB) system to enable the inducible expression of TFs in ES cells, which we refer to as the SBFB vector (Ivics et al. 1997; Kim et al. 2008; Hackett et al. 2010). Previous research has suggested that transposon-mediated approaches are superior to lentivirus methods for open reading frame (ORF) overexpression owing to the simplification of reagent preparation, reduced promoter silencing, and increased induction levels with higher genomic integration efficiency (Ng et al. 2021). In the SBFB system, the ectopically expressed proteins upon Dox treatment undergo biotinylation via a biotin ligase (BirA) that is constitutively expressed in J1 mouse ES cells (BirA-ES cells). This allows for streptavidin-mediated downstream multi-omics applications, including mapping of genomic targets and interacting partner proteins of the iTF of interest independently, in addition to the detection of protein induction and localization as previously described (Fig. 1A; Supplemental Fig. S1A,B; Kim et al. 2008, 2009, 2010).

**Figure 1.**
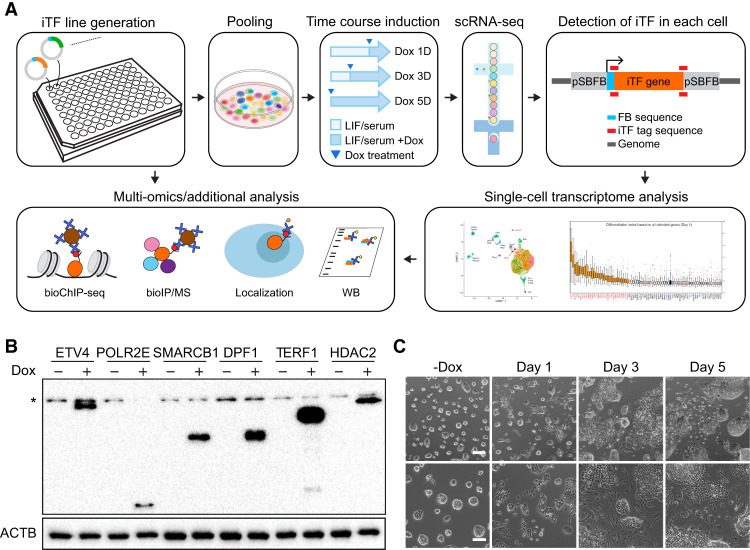
iTF-seq enables screening of numerous TFs with fate conversion potential. (*A*) Schematic representation of iTF-seq procedure and subsequent multi-omics approaches. (*B*) Representative western blot images showing inducible overexpression of biotinylated proteins in individual iTF lines detected by streptavidin-HRP. (*) Nonspecific bands, (Dox) doxycycline. (*C*) Morphology of 80 pooled iTF cell lines under uninduced condition (−Dox) and upon induction of TFs by treating Dox (0.5 μg/mL) for 1, 3, and 5 d. Scale bars, 100 μm or 200 μm (*upper*).

### Generation of iTF lines

To investigate previously unreported TFs with cell fate conversion potential and to confirm the feasibility of the iTF-seq method, we generated cell lines for the induction of individual TFs in ES cells (iTF lines). A set of 80 TFs was selected as a proof of principle test. These TFs were chosen based on several factors, including cell or tissue type–specific expression patterns often displaying instructive roles in development (Zhang et al. 2019). Some of them are ubiquitously expressed, and we also included multiple previously reported TFs with reprogramming potential as a single factor, such as *Gata6* (Fujikura et al. 2002; Wamaitha et al. 2015), *Gata4* (Fujikura et al. 2002; Holtzinger et al. 2010), *Pdx1* (Bernardo et al. 2009), *Cited1* (Xu et al. 2018), *Cdx2* (Niwa et al. 2005; Blij et al. 2015), *Gli1* (Denham et al. 2010), *Arid3a* (Rhee et al. 2014), *Gata3* (Ralston et al. 2010), *Elf5* (Latos et al. 2015), *Nkx2-5* (Ruan et al. 2016), *Tfap2c* (Latos et al. 2015), *Fosl1* (Lee et al. 2018), and *Zfp36l1* (Tseng et al. 2017). Approximately 80% of the individual TFs tested did not have confirmed reprogramming potential from prior studies, as summarized in Supplemental Table S1. The cDNAs for the selected TFs were cloned into the SBFB vector, and 80 individual stable iTF lines were generated, as described in the Methods section, using transient expression of the SB transposase. This approach allowed us to generate stable iTF lines in a small-scale culture (96-well plate). We validated protein expression of all individual biotinylated TFs with streptavidin-HRP after 1 d of Dox induction (0.5 μg/mL) (Fig. 1B). For some iTF lines, we observed significant changes in morphology upon induction (Supplemental Fig. S2A).

### Detection of each cell with a specific TF induction by iTF-seq

To investigate transcriptome and cell fate changes caused by the ectopic induction of individual TFs at single-cell resolution, we performed scRNA-seq of a pool of 80 stable iTF lines and wild-type ES cells upon treatment with Dox for 1, 3, and 5 d. 

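The pool held 80 mouse ES cell lines, each with a Dox-inducible transgene of 1 TF integrated by the Sleeping Beauty transposon, together with wild-type ES cells. A single library was made for each day of Dox, so every interval below covers counting error only and no difference between days was tested. The authors made UMI counts per gene and cell from 10x 3′ libraries with Cell Ranger, using the mouse 2020-A reference on GRCm38. The deposited tables hold 16438, 14475 and 17931 cell barcodes for days 1, 3 and 5. The paper's limits on genes (over 1000), UMIs (over 10,000) and mitochondrial UMIs (under 10%) kept 12659 (77%), 9386 (64.8%) and 13406 (74.8%) of them. Cells that were kept held a median of 47539, 49349 and 46056 UMIs, and 671717990, 508770453 and 692391656 UMIs in all. The authors read the ectopic TF of a cell from reads that carry the vector's tag, a step on the reads that UMI counts per gene do not hold. Here, the UMIs of the TF's own gene were used, which do not tell ectopic from endogenous transcripts. A TF was called in a cell at 3 UMIs or at 10 times the gene's mean over the cells outside its top 10%, whichever was higher. A cell with several TFs above threshold was given the one with at least 3 times the UMIs of every other, and was otherwise left out. Reference cells had no TF above threshold. They hold wild-type cells and any cell of an iTF line whose TF transcripts were absent or below threshold. UMIs were summed over the cells of a TF and given as CPM over all genes but the 80 TFs. Ratios to reference cells have exact 95% intervals, and shares of cells have Clopper-Pearson 95% intervals.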

Similar to the test of individual iTF lines, a substantial proportion of cells within the pool showed a flattened morphology indicating differentiation upon 1 d of induction (Fig. 1C).

To detect a specific TF expressed ectopically in each cell, we applied a barcode-independent approach. Parts of the SBFB vector are transcribed with the TF coding sequences upon Dox induction, and we determined the junctional sequences between the vector and TF coding region (iTF tags) (Fig. 1A). This approach also distinguishes endogenous versus ectopic TFs within the cell, as iTF tags are unique for ectopic TFs and cannot be found in the endogenous transcripts. From the iTF-seq results, we collected all reads matched with the iTF tags and successfully detected individual cells expressing specific iTFs. Although we expected that each cell expresses only one iTF based on our experimental design (Fig. 1A), we observed cells expressing iTF tags associated with multiple iTFs. The results may arise from the cumulative errors from single-cell dissociation, sequencing, and mapping processes. We optimized our analysis pipeline and decided to apply three unique molecular identifiers (UMIs) as a threshold for the number of UMIs for each iTF (see Methods) (Supplemental Fig. S2B). As a result, we successfully detected 77 iTFs (7938 cells), 76 iTFs (5714 cells), and 68 iTFs (7902 cells) from day 1, 3, and 5 samples, respectively (Supplemental Table S2). 

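Pdx1, a TF of pancreas development, was called in 192, 39 and 5 cells on days 1, 3 and 5, and Elf5, a TF of trophoblast stem cells, in 219, 61 and 31 cells. Hopx, a homeodomain protein without DNA binding, was the most frequent TF on day 1 with 322 cells. On day 1, Pdx1 transcripts were at 14300 CPM in Pdx1 cells and 13.1 CPM in reference cells, and Elf5 transcripts at 11600 and 8.15 CPM. Otx2, a TF of the anterior neural plate that ES cells also express at a low level, was at 632 CPM in its 231 cells, with a median of 8 UMIs per cell. A TF was assigned to 8927, 6206 and 8733 cells, or 70.5% (69.7 to 71.3), 66.1% (65.2 to 67.1) and 65.1% (64.3 to 65.9) of the cells that passed. These cells covered 79, 78 and 76 of the 80 TFs. Another 1170, 828 and 1260 cells had several TFs above threshold and none at 3 times the others, and 2562, 2352 and 3413 were reference cells. With the assigned cells counted too, 4212, 2600 and 3730 cells (33.3%, 27.7% and 27.8% of those that passed) had more than 1 TF at threshold. Values below are given for TFs with at least 10 cells and with a number of cells between 0.5 and 2 times that of the paper's Table S2, which 64, 57 and 45 TFs met (7920, 5471 and 7561 cells). Otx2 and Hmgn2 on day 1 and Dlx5 did not meet this rule, nor did some TFs on days 3 and 5, and their values are given as such.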

The proportion of single TF overexpressing cells identified is 62.7% (day 1), 60.9% (day 3), and 58.9% (day 5), calculated among all cells. These numbers are consistently ∼60% for cells that passed quality control on each respective day.

### iTF-seq captures changes in transcriptome mediated by single TF induction

With the obtained iTF-seq data, we performed UMAP clustering and visualized the positions of cells to quickly monitor the global gene expression differences among the detected cells (Fig. 2A–C). We observed one big cluster of cells along with multiple small cell clusters distinctly separated from the big cluster, indicating that the cells within the small clusters show unique gene expression profiles and are potentially differentiated owing to the induction of specific TFs with cell fate conversion potential. Indeed, as shown in Figure 2A, we found that many cells expressing iTFs with already known reprogramming potential, such as *Pdx1*, *Gata3*, and *Fosl1* (Supplemental Table S1), belong to such separated cell clusters. Notably, in contrast to many reprogramming processes characterized by low efficiencies, we observed that TFs inducing cells to locate in separated cell clusters are potent, as most such TF-overexpressing cells tend to position in separated cell clusters rather than in the large undifferentiated cell cluster. For instance, on day 1, all 93 (100%) ectopic *Dlx3*-expressing cells are localized within the separated cluster. Similarly, among 170 *Elf5*-expressing cells and 75 *Fosl2*-expressing cells, 97.8% and 80%, respectively, are found in separated clusters (Supplemental Table S3). 

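Cells were parted into numbered clusters, and a cluster was called TF-restricted when its 3 most frequent TFs held at least 50% of its assigned cells. On day 1, 101 of 104 Dlx3 cells (97.1%, 95% interval 91.8 to 99.4) were in such clusters, Dlx3 being a homeobox TF of placenta and epidermis. The shares were 178 of 219 Elf5 cells (81.3%, 95% interval 75.5 to 86.2) and 59 of 89 Fosl2 cells (66.3%, 95% interval 55.5 to 76), Fosl2 being a subunit of AP-1. Gcm1, the TF of syncytiotrophoblast, had 93.1% of its cells there, Pdx1 85.9%, Gata3 84% and Fosl1 64.2%. Cited1, a CBP-binding coactivator without a DNA-binding domain, had 36.5%, and Id2, an inhibitor of bHLH TFs, had 5.95%. Of all assigned cells, 33.3% (32.3 to 34.3) were in TF-restricted clusters, and 5.07% (4.26 to 6) of reference cells. Some members of a family shared a cluster. Gata6, Gata3 and Gata4 held 90.9% of the assigned cells of a cluster of 298 cells, Dlx4, Dlx3 and Dlx5 96.3% of a cluster of 386, and Fosl1, Fos and Fosl2 87.3% of a cluster of 291. Jun, also of AP-1, headed another cluster, where Jun, Hand1 and Hopx held 97.9% of 140 cells. The 3 most frequent TFs could be of different families, such as Pdx1, Dlx4 and Cdx2 (95.3% of a cluster of 176). These sums do not give the share of each TF, and a TF named after the first may hold few cells. Cdx2 also headed a cluster of 34 cells, and only 13.4% of Hand1 cells were in any TF-restricted cluster. Clusters came from a Louvain graph at resolution 1.5 on 50 principal components of the SCTransform residuals. The share of assigned cells was 20.8% on day 3 and 10.7% on day 5 (3.5% with 20 components and 6.9% where 3 TFs had to hold 70% of a cluster). From the shares of Dlx3, Elf5 and Fosl2 cells, the paper reasons that TFs forming separated clusters are potent, since most of their cells leave the large cluster of undifferentiated cells.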

The high efficiency of cell fate changes by inducing TFs was also observed in a few validation cases in the recent scRNA-seq-based single TF overexpression screen (>80% efficiency confirmed through testing reporter gene expression) (Ng et al. 2021). We found many additional cell clusters expressing iTFs without previously known cell fate conversion potential. This implies that iTF-seq is sensitive enough to identify previously known and unknown TFs capable of cell fate changes. As expected, single-cell transcriptome and pseudobulk RNA-seq analysis indicated that the cells belonging to the separated clusters express a relatively lower expression level of ES cell marker genes, such as *Nanog* and *Sox2*, compared with the control cells, owing to the loss of ES cell identity after iTF induction (Fig. 2D; Supplemental Table S4).

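Nanog, a core TF of naive pluripotency on chromosome 6 from 122707489 to 122714633 of GRCm38, was lower than in reference cells in most TF-induced cells on day 1. Its CPM was 58 in Gcm1 cells and 28.3 in cells of the cardiac TF Nkx2-5, against 151 in reference cells, which gave ratios of 0.384 (0.333 to 0.441) and 0.187 (0.161 to 0.217). Sox2, the partner of Pou5f1 at ES cell enhancers, had ratios of 0.348 (0.318 to 0.38) in Gcm1 cells, 0.262 (0.238 to 0.288) in Gata3 cells and 0.813 (0.786 to 0.842) in Elf5 cells. Pou5f1 had ratios of 0.595 (0.564 to 0.627) in Gcm1, 0.733 (0.701 to 0.766) in Gata3 and 0.388 (0.369 to 0.409) in Dlx3 cells. In Id2 cells, Nanog had a ratio of 0.995 (0.949 to 1.04) and Sox2 of 0.995 (0.966 to 1.02), so neither differed from reference cells at this depth, whereas Klf4 had a ratio of 0.809 (0.773 to 0.847). Of the 26 reported TFs that the paper's Table S5 lists for day 1, Nanog was lower than in reference cells in 25, Pou5f1 in 24, Sox2 in 26 and Klf4 in 25. The median ratios were 0.384, 0.594, 0.703 and 0.527 in the same order. Over the other 38 TFs, the median ratios were closer to 1, at 0.895, 0.986, 0.978 and 0.861. The paper chose the TFs of Table S5 by their distance from control cells in the same data. This contrast therefore follows in part from that choice. On day 3, the 4 genes were lower in all 15 reported TFs of that table. On day 5, Nanog, Sox2 and Klf4 were lower in 13 of 14 and Pou5f1 in 12. The paper puts the lower ES cell markers down to a loss of ES cell identity after iTF induction.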

**Figure 2.**
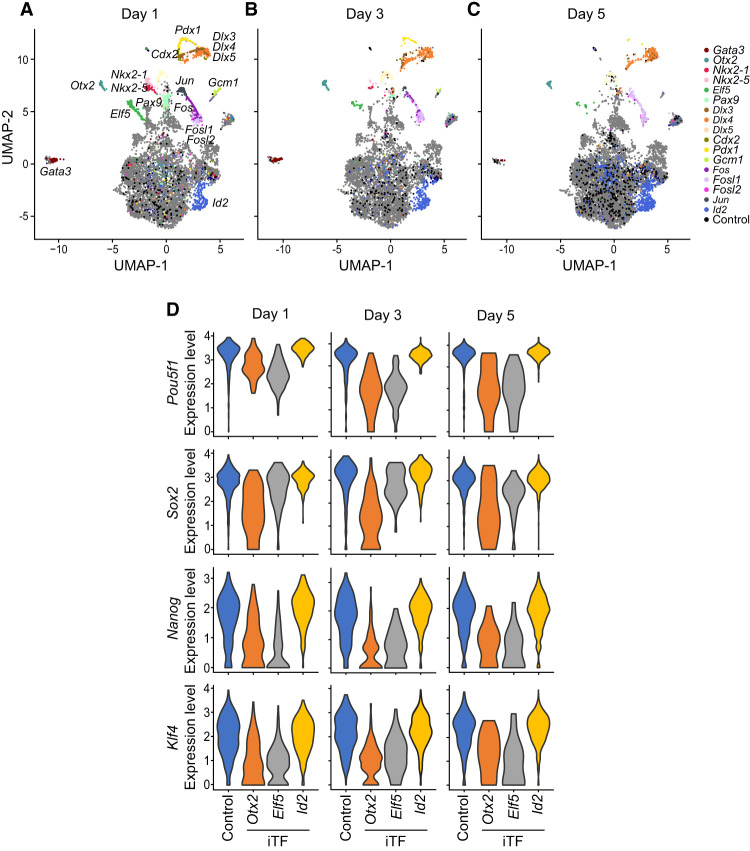
iTF-seq enables search for TFs with cell fate conversion potential. (*A*–*C*) UMAP plots of cells expressing individual iTFs and control cells after 1, 3, and 5 d of induction. Some iTF-expressing cells and control cells are marked with colors. (*D*) Relative expression levels of ESC markers (*Pou5f1*, *Sox2*, *Nanog*, and *Klf4*) in control and *Otx2*-, *Elf5*-, and *Id2*-expressing cells after 1, 3, and 5 d of induction.

### TF induction can rapidly trigger differentiation of ES cells

None of the prior TF overexpression studies monitored time-dependent transcriptome changes (Parekh et al. 2018; Nakatake et al. 2020; Ng et al. 2021; Joung et al. 2023), and cell fate changes were monitored upon 4–7 d of TF overexpression. We presume that time course experiments would give us additional insights into the roles of TFs with cell fate conversion potential as we observed morphological changes upon 1 d of TF induction in multiple individual cases (Supplemental Fig. S2A). The UMAP visualization also found that numerous TFs could change cell fates after only 1 d of induction, suggesting that TF-mediated reprogramming can occur rapidly. Considering the typically slow reprogramming processes, such as somatic cell reprogramming, this finding shed light on the speed of TF-mediated reprogramming (Fig. 2A). It is worth noting that previous studies have suggested extremely rapid and dynamic control of TF-mediated transcriptional activity in response to a variety of stimuli, as seen in the case of the Jun–Fos AP1 complex (Devary et al. 1991; Patel et al. 1994). This further highlights the potential for speedy cell fate manipulation through TF induction.

### Determining cell fate changes by calculating the differentiation index

Although we observed that the induction of multiple TFs triggered the differentiation of ES cells, the interpretation based on the UMAP results was subjective (Fig. 2A–C). To determine changes in cell fate, we developed a quantitative measure called the “differentiation index.” We calculated the distances between the centroid of control cells and each control cell, using gene expression values as elements of the cells’ expression vectors. Next, we measured the distances between the centroid of control cells and each cell population expressing a specific iTF and normalized them based on the mean and standard deviation of the control cells. To account for the interdependence of gene expressions, we applied PCA to the expression values before measuring distances from the centroid of control cells and used coefficients of PCs for the calculation (Supplemental Fig. S3A).

To assess cell fate changes, we calculated the differentiation index using the expression data of all genes detected by iTF-seq. As expected, many cell populations with specific iTF induction showed higher differentiation index values than did the control cells (Fig. 3A), indicating significant differences in overall transcriptomes. TFs that caused such disturbances were deemed potent TFs with the ability to induce cell fate conversion. Consistent with the UMAP data (Fig. 2A), such factors include *Gcm1*, *Jun*, *Nkx2-5*, *Fos*, *Dlx5*, and *Cdx2* (Fig. 3A). 

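Gcm1 cells lay farthest from reference cells on day 1, with a median index of 14.53 (quartiles 9.91 and 18.73) over 87 cells. Jun, the AP-1 subunit, followed with 8.74, and then the homeobox TFs Nkx2-5 with 5.94, Nkx2-1 with 5.34 and Cdx2 with 5.28. Dlx3 had 4.95, Gata4 4.24, Pdx1 4.17, Pax9 3.91 and Fos 3.23. Dlx5, which is outside the rule on numbers of cells, had 3.85. The median of reference cells was −0.20. Over the 95th percentile of reference cells were 96.6% of Gcm1 cells, 92% of Jun cells, 94.3% of Nkx2-5 cells, 97.3% of Cdx2 cells and 60.9% of Fos cells. At least 50% of the cells passed this percentile for 18 reported TFs on day 1, 11 on day 3 and 5 on day 5 (with log-normalized counts, 11 on day 1 and 2 on day 5). The index starts from the distance of a cell to the centroid of reference cells over 50 principal components, without the 80 TFs. The mean of the reference distances is subtracted, and the rest is given in units of their SD. The paper tested these distances with cells as replicates. No test was run here, since each day has 1 library. From the higher index values, the paper concludes that such TFs are potent and can induce cell fate conversion.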

We also calculated the differentiation index for the time course data and found that 29, 20, and 21 TFs corresponding to each day had cell fate conversion potential (Mann–Whitney *U* test, adjusted *P*-value < 0.01) (Supplemental Table S5). In contrast, cells with induction of many other individual TFs, such as *Cited1*, *Cited2*, *Erf*, *Hmgn2*, *Hopx*, *Id2*, *Rbpjl*, or *Snai1*, had similar or relatively lower differentiation index values compared with those of the control cells, indicating that these TFs did not significantly alter cell fates upon induction (Fig. 3A).

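Cells of Cited2, a CBP-binding coactivator, had a median index of 0.03 on day 1, cells of the ETS repressor Erf −0.29 and cells of Id2 −0.12. Snai1, a repressor of E-cadherin, had −0.06, the RBPJ paralogue Rbpjl −0.24, the nucleosome-binding protein Hmgn2, outside the rule on numbers of cells, −0.08 and Hopx −0.20. Cited1 cells were somewhat farther from reference cells, with 0.47 and 25.4% of the cells over the 95th percentile of reference cells (20.2 to 31.1). That share was 5.22% for Erf, 7.79% for Snai1, 6.52% for Hopx and 9.92% for Id2. Transcripts of the TF were at 4850 CPM in Cited2 cells against 80.1 in reference cells, 5080 against 7.03 for Snai1 and 945 against 54.6 for Erf. Cells were assigned by these UMIs and reference cells lie below the threshold. The contrast therefore follows from the assignment and does not test whether induction persisted.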

**Figure 3.**
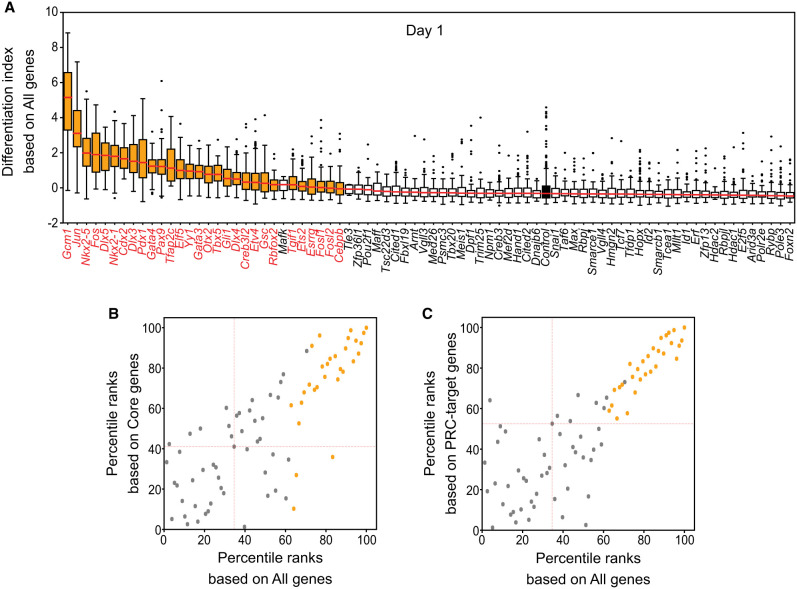
Determining cell fate changes by calculating differentiation index. (*A*) Differentiation index for cells expressing single iTF and control cells. Each box plot shows the distribution of the differentiation index for each cell population expressing one iTF (medians are marked with red lines). TFs with cell fate conversion potential are marked with orange, and the control is black. *Mafk* was not significant based on adjusted *P*-value. (*B*,*C*) Comparison between differentiation indexes based on all detected genes (all genes) and core pluripotency genes (core genes; *B*) or PRC target genes (*C*) after 1 d of induction (because the differentiation indexes for each gene group have different ranges, percentile ranks were used). TFs with cell fate conversion potential are marked with orange. Red dashed lines show the location of control cells. Some TFs (gray dots), like *Mafk*, are located near or even in the cluster of TFs with cell fate conversion potential (orange dots). These TFs were not selected based on the results of statistical testing.

We further assessed the changes in expression of the extended core pluripotency-related genes, which are typically down-regulated upon differentiation of ES cells, and the polycomb repressive complex (PRC) target genes, which are up-regulated upon differentiation (Kim et al. 2010). We used these two gene sets to calculate differentiation indexes, and as shown in Figure 3, B and C, and Supplemental Figure S3B, the percentile ranks based on the index values using all genes displayed a strong positive correlation with the ranks calculated using the core-related genes (Fig. 3B) or PRC target genes (Fig. 3C). This provides independent confirmation that the potent TFs induced cell fate changes from ES cells to differentiated cells by down-regulating the ES cell core factors and activating various lineage marker genes repressed by PRC in self-renewing, undifferentiated ES cells.

### Inducing TFs for a brief duration is sufficient for cell fate changes

A common feature observed during reprogramming or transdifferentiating factors is the activation of the endogenous expression of the induced factors. To investigate whether factors with a high differentiation index activate their endogenous expression, we examined the activation of endogenous TF upon the ectopic expression. We used specific primer pairs designed to amplify the junction between the 5′ or 3′ UTR and exons for the detection of endogenous transcripts. As shown in Supplemental Figure S4A, 13 out of 18 TFs tested with a high differentiation index showed the activation of endogenous TFs. In contrast, all tested TFs with a low differentiation index were confirmed to show no activation of endogenous TFs upon induction, despite showing comparable ectopic induction levels to TFs with a high differentiation index (Supplemental Fig. S4A,B).

We investigated, aligned with examining reprogramming or cell fate–changing potential, whether differentiated cells induced by potent TFs can maintain their altered cell states without reverting to ES cell–like states or require continuous Dox treatment. To address this, we conducted a time course transcriptome profiling of Dox removal samples for potent TFs, including *Dlx5*, *Gata3*, *Gcm1*, *Otx2*, and *Pdx1*. In addition to maintaining continuous Dox treatment for 7 d as a control, we generated samples by discontinuing Dox after 1 day, 3 days, and 5 days of culture. 

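Without Dox, transcripts of the induced TF were already present in its own line, at 16 CPM for Dlx5, 27.8 for Gata3, 13.7 for Gcm1, 30.3 for Otx2 and 43.2 for Pdx1. After 7 d of Dox they were at 69.6, 492, 32.6, 202 and 54.9 CPM. After 1 d of Dox and removal, Dlx5 was at 2.13 CPM, Gata3 at 3.8, Gcm1 at 2.22 and Pdx1 at 2.54, all below their levels without Dox, whereas Otx2 was at 62.1 CPM. Gene counts do not tell the transgene from the endogenous gene. Dlx5 lies on chromosome 6 from 6877805 to 6882085 of GRCm38, Gata3 on chromosome 2 from 9857078 to 9890034, Gcm1 on chromosome 9 from 78051924 to 78065624, Otx2 on chromosome 14 from 48657677 to 48673819 and Pdx1 on chromosome 5 from 147269959 to 147275848.

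**Figure D1:**
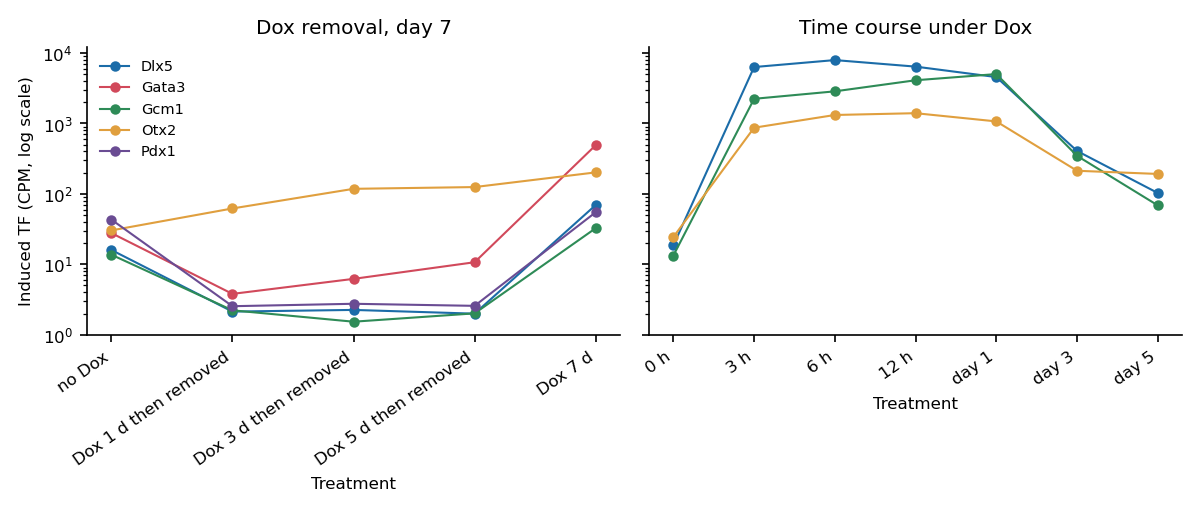
CPM of the induced TF in its own line (log axis) by treatment, in the Dox removal experiment and in the time course of induction, 1 point per library. In the time course, Gcm1 went from 13.3 CPM at 0 h to 5030 on day 1 and 68.7 on day 5.

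The experiment has 25 libraries, 1 for each of 5 lines without Dox, with Dox for 7 d, and with Dox for 1, 3 or 5 d and then without it up to day 7. The labels place the wells without Dox on day 7 as well. Because each line has a single library per treatment, the 5 lines are the replicates of a change shared by the lines, and a line was not tested on its own. The authors trimmed reads with Trim Galore, quantified them with Salmon and summed them to genes with tximport. The deposited table holds estimated counts, from 13898333 in the Gata3 line after 1 d of Dox to 30305018 in the Otx2 line after 5 d. Rounded counts were tested with edgeR's quasi-likelihood test, with TMM normalization, the line as a block, all 25 libraries in the fit and a Benjamini-Hochberg adjusted p under 0.05. The 13028 genes with a mean of at least 1 CPM entered. CPM values below are means over lines with their SD (n = 5).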

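Genes of keratins, trophoblast and endoderm rose after 7 d of Dox, and genes of naive pluripotency fell. Krt7, a keratin of simple epithelium and trophoblast on chromosome 15 from 101411043 to 101430313 of GRCm38, was at 75.1 ± 59.1 CPM (SD, n = 5) and 0.23 ± 0.13 without Dox (log2 fold change 8.21, standard error 0.56, adjusted p = 7.2e-11). Hand1, a TF of trophoblast giant cells, rose to 37.9 ± 20.4 CPM (log2 fold change 6.04, standard error 0.57, adjusted p = 8.1e-09), and Wnt7b, a WNT ligand of the chorion, to 19.2 ± 5.59 (log2 fold change 5.56, standard error 0.48, adjusted p = 2.3e-09). Krt19 rose as well (log2 fold change 5.41, adjusted p = 1.4e-09). Anxa2, an annexin of epithelial membranes, rose from 13.9 ± 1.48 to 289 ± 97 CPM (log2 fold change 4.33, adjusted p = 3.1e-15), and Krt18 from 10.1 ± 0.362 to 400 ± 283 (log2 fold change 4.83, adjusted p = 3.3e-08). The endoderm TFs Gata4 (log2 fold change 3.35, standard error 0.47, adjusted p = 2.0e-06) and Gata6 (log2 fold change 4.18, standard error 0.68, adjusted p = 1.5e-05) rose in every line, the most in the Gata3 line. The basement membrane collagen Col4a2 rose too (log2 fold change 4.54, adjusted p = 2.8e-08). Nr0b1, an ES cell partner of Pou5f1, fell from 259 ± 23.1 to 37.2 ± 6.85 CPM (log2 fold change −2.84, standard error 0.14, adjusted p = 7.2e-13). Gbx2, a LIF target, fell from 162 ± 24.7 to 13.1 ± 12 (8.23 without the Pdx1 line; log2 fold change −3.95, adjusted p = 2.0e-09) and the NADH oxidase Enox1 from 110 ± 5.73 to 7.05 ± 4.19 (log2 fold change −4.21, adjusted p = 5.1e-10). Zfp42, a marker of naive ES cells, fell with a log2 fold change of −1.41, Nanog with −0.68 and Pou5f1 with −0.40 (adjusted p = 4.7e-11, 1.1e-04 and 0.00187). Sox2 fell by less (log2 fold change −0.32, adjusted p = 0.0329; log2 fold change −0.129 and adjusted p = 0.0666 without the Gata3 line and 0.0767 without the Gcm1 line), and with quantile normalization its log2 fold change was 0.0775 (adjusted p = 0.614). Klf4 did not pass the test (log2 fold change 0.02, adjusted p = 0.891). In all, 4871 genes rose and 4520 fell, 2439 and 1174 of them by more than 2-fold.

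Gene lists written before the data were examined give the same picture across functions. Of 19 trophoblast genes, 17 rose and none fell, as did 14 of 18 of primitive endoderm, 4 of 5 of mesoderm, with Foxc2 and Fgf8 up (log2 fold changes 4.01 and 2.18). Rises without a fall were also seen in 7 of 7 vascular endothelium genes with primers in the paper's Table S7, such as Chst1 (4.73) and Timp3 (3.42). The ciliated epithelium list of that table had 4 of 6 genes up and none down, with Lmo1 at 3.15 and Ccdc113 at 2.22. Values after gene names are log2 fold changes. Among definitive endoderm genes 7 of 8 rose and 1 fell, with Foxa1 and Eomes up (2.30 and 1.42). Mesenchymal genes had 10 up and 1 down of 15, led by the smooth muscle genes Acta2 (9.12) and Tagln (4.09), and keratin and epithelial genes 11 up and 1 down of 14. Cardiac genes split, with 5 up, such as Myl4 (to 12.4 ± 9.91 CPM, 8.07 without the Otx2 line), and 2 down, such as Myh6 (to 1.24 ± 0.338 CPM), of 7. The 15 neural genes split as well, with 4 up (Rax 2.54, Ntrk2 2.08) and 8 down (Tubb3 −2.08). Of 23 core and naive pluripotency genes 18 fell and 3 rose. Of 10 formative genes 7 fell (Etv4 −1.72, Etv5 −1.20) and 1 rose. Of 11 LIF and STAT3 targets 4 fell, Klf5 among them (−0.73), but with quantile normalization 2 fell and 3 rose. Pim1 rose (log2 fold change 0.51, adjusted p = 0.0329; 0.188 without the Dlx5 line, 0.13 without the Gcm1 line, log2 fold change 0.286 and adjusted p = 0.27 without the Pdx1 line and log2 fold change 0.781 without the Gata3 line). Cell cycle genes fell in 17 of 25 cases and rose in 3, with Ccne1 at −2.19 and Pcna at −1.11. The p53 targets rose in 10 of 14 and fell in 2, with Cdkn1a at 2.08. Immediate early stress genes rose in 7 of 10 and fell in 1 (Atf3 2.63). Genes of the 2-cell-like state fell in 2 of 8 (Dppa4 −0.70; median 0.23, mean −0.03) and none rose, and their median was −0.174 with quantile normalization and −0.0427 with DESeq2. Of 2 blood genes Csf1r rose (5.52). Adjusted over the list alone, the counts were the same except that no LIF and STAT3 target rose. Against the other genes, 10 of the 18 lists were called by camera with a preset correlation, from adjusted p = 6.8e-04 for trophoblast to 0.0468 for mesoderm. None was called with an estimated correlation (2 at an unadjusted p under 0.05), where adjusted p went from 0.177 to 0.705. A pair of lists was written after the first table of changed genes had been seen. Of 32 hypoxia and HIF targets 26 rose and 3 fell (unadjusted p by camera = 2.5e-10, or 0.00167 with an estimated correlation), with Ndufa4l2 at 4.75 and Ddit4 at 3.48. All 26 ribosome biogenesis genes fell (unadjusted p by camera = 8.7e-15, or 0.0071), Nolc1 by a log2 fold change of −1.83.

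Distances between libraries (1 minus Pearson's r over the 3000 genes of highest variance) were taken within each line. After 5 d of Dox and removal, libraries were 0.246 ± 0.0455 from their line without Dox and 0.034 ± 0.013 from their line with Dox for 7 d (SD, n = 5), closer to the latter in all 5 lines. That is the most extreme result an exact two-sided sign-flip test of 5 lines can give, and its p stays above 0.05. Between 5 d of Dox with removal and 7 d of Dox, edgeR called 7 genes up and 5 down (1409 at an unadjusted p under 0.05). Higher after removal were Pou2f3, a POU TF of chemosensory cells (log2 fold change 1.02, adjusted p = 0.00116; 0.0616 without the Dlx5 line), and Rassf2, a RAS effector (log2 fold change 0.84, adjusted p = 0.0143; 0.209 without the Dlx5 line, 0.184 without the Gcm1 line and 0.0644 without the Otx2 line). Lower was Wsb1, a ubiquitin ligase adaptor that HIF induces (log2 fold change −0.45, adjusted p = 0.0143; 0.142 without the Dlx5 line, 0.129 without the Gcm1 line, 0.098 without the Otx2 line and 0.102 without the Pdx1 line). With the lines left out in turn the count was 2 to 18, and DESeq2, added after the data were seen, gave 112. Krt7 and Gbx2 still had log2 fold changes of 8.03 and −3.89 against no Dox (adjusted p = 1.1e-10 and 2.3e-09). Nanog stayed lower (log2 fold change −0.49, adjusted p = 0.00251), whereas Pou5f1 (log2 fold change −0.23, adjusted p = 0.0536; 0.0373 without the Dlx5 line), Sox2 (log2 fold change −0.02, adjusted p = 0.893) and Klf4 (log2 fold change 0.18, adjusted p = 0.157) did not pass. With quantile normalization, Sox2 was higher and passed (log2 fold change 0.406, adjusted p = 0.00979).

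**Figure D2:**
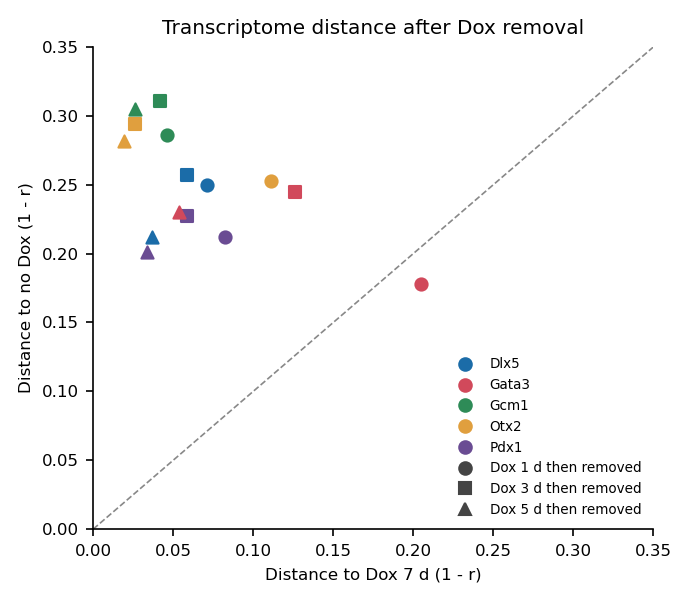
Distance of each library after removal of Dox to its own line with Dox for 7 d (x axis) and without Dox (y axis), 1 point per line and time of removal; the dashed line marks equal distances. The Gata3 line after 1 d of Dox, at 0.205 and 0.178, is the point on the other side of the line.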

As shown in Supplemental Figure S4C, visualizing 3000 genes showing higher expression variance, the overall gene expression patterns after Dox removal largely differ from those of control ES cells and align more closely with Dox-maintained cell lines for 7 d. 

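Lines given Dox for 3 d and then kept without it to day 7 differed from their wells without Dox. Trophoblast genes, Gata4, Gata6 and Myc were among the changed genes. Krt7 was at 45.6 ± 53.1 CPM (23.8 without the Otx2 line; log2 fold change 7.11, standard error 0.57, adjusted p = 5.9e-10) and Hand1 at 26.2 ± 24.8 (16 without the Otx2 line; log2 fold change 5.26, standard error 0.57, adjusted p = 5.4e-08). Gata4 had a log2 fold change of 2.74 and Gata6 of 3.92 (adjusted p = 1.8e-05 and 2.8e-05). Myc, the growth regulator that LIF maintains in ES cells, fell from 99.5 ± 11.2 to 3.7 ± 2.45 CPM (log2 fold change −4.92, standard error 0.35, adjusted p = 9.8e-11), with Gbx2 (log2 fold change −4.55, adjusted p = 3.1e-10) and Enox1 (log2 fold change −4.92, adjusted p = 7.7e-11). Nanog stayed lower at 368 ± 57.7 CPM (log2 fold change −0.62, adjusted p = 2.9e-04). Pou5f1 had a log2 fold change of −0.15 (adjusted p = 0.19), Sox2 of 0.01 (adjusted p = 0.922) and Klf4 of −0.10 (adjusted p = 0.463), none of which passed. Against no Dox, 5001 genes rose and 4654 fell. Of the trophoblast genes 12 rose and 1 fell of 19, the same when adjusted over the list alone, and of core and naive pluripotency genes 15 fell and 4 rose of 23. Camera called both lists (adjusted p = 0.0131 each, or 0.374 and 0.244 with an estimated correlation). The libraries were 0.267 from no Dox and 0.0621 from 7 d of Dox on average, closer to the latter in all 5 lines, the Gata3 line included (0.245 and 0.126). Against 7 d of Dox, 1107 genes were higher and 1221 lower, a total that was 697 without the line as a block, 659 without the Dlx5 line and 5 from the libraries of these treatments alone. Dll1, a Notch ligand, and Neurog3, a TF of endocrine progenitors, were higher after removal (log2 fold change 1.98, adjusted p = 3.6e-04 and log2 fold change 2.31, adjusted p = 9.9e-04). Dlk1, an imprinted Notch-like ligand, was lower (log2 fold change −1.91, adjusted p = 0.00269). Krt7 was lower than with Dox (log2 fold change −1.10, adjusted p = 0.0255; 0.103 without the Dlx5 line, 0.0937 without the Gata3 line, 0.05 without the Gcm1 line and 0.0875 without the Pdx1 line). So was Pdx1 (log2 fold change −2.57, adjusted p = 0.0418; 0.0639 without the Dlx5 line, 0.05 without the Gcm1 line and log2 fold change −1.04 and adjusted p = 0.334 without the Pdx1 line), which in its own line was at 54.9 CPM with 7 d of Dox and 2.75 after 3 d and removal.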

In most instances, our findings indicate that a 3-d period of TF induction via Dox treatment is sufficient to commit cells to differentiated states, with no subsequent regaining of ES cell line expression patterns. We observed that even 1 d of induction followed by extended culture without Dox resulted in losing an ES cell–specific transcriptome profile. 

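On day 7, lines given Dox for a single day lacked part of the ES cell profile. Nr0b1 was at 38.8 ± 8.99 CPM against 259 ± 23.1 without Dox (log2 fold change −2.78, standard error 0.14, adjusted p = 8.7e-13). Zfp42 was at 449 ± 63.2 against 1360 ± 14.2 (log2 fold change −1.61, adjusted p = 7.1e-12) and Gbx2 at 7.38 ± 2.92 (log2 fold change −4.54, adjusted p = 3.9e-10). Myc fell to 2.28 ± 1.19 CPM (log2 fold change −5.54, standard error 0.37, adjusted p = 4.3e-11) and Enox1 to 3.33 ± 1.3 (log2 fold change −5.17, adjusted p = 5.8e-11). The core TFs were near their levels without Dox, Pou5f1 at 1930 ± 124 CPM (log2 fold change 0.01, adjusted p = 0.938), Sox2 at 454 ± 33.7 (log2 fold change 0.15, adjusted p = 0.294) and Klf4 at 234 ± 44.8 (log2 fold change −0.13, adjusted p = 0.328). Nanog fell (log2 fold change −0.34, adjusted p = 0.0252; 0.081 without the Gcm1 line and 0.061 without the Otx2 line). Krt7 was at 26.9 ± 27.6 CPM (15.1 without the Gcm1 line; log2 fold change 6.69, standard error 0.58, adjusted p = 2.0e-09), Hand1 at 11.9 ± 14.4 (5.71 without the Gcm1 line; log2 fold change 4.19, adjusted p = 1.9e-06), and the epithelial genes Krt19 and Cldn7 rose too (4.40 and 3.84). Otx2, an epiblast TF, rose in all 5 lines (log2 fold change 1.41, adjusted p = 1.1e-06). Genes induced by low oxygen rose as well. Ndufa4l2, a mitochondrial HIF target, went from 2.79 ± 0.818 to 133 ± 6.01 CPM (log2 fold change 5.58, standard error 0.15, adjusted p = 5.4e-16). Adm, which encodes adrenomedullin, rose by a log2 fold change of 5.82, Stc1 by 5.72, Ddit4 by 4.23 and Bnip3 by 3.59. Genes for rRNA synthesis fell, such as Nolc1 (−1.70) and Polr1b (−1.86), and the p53 targets Cdkn1a (2.44) and Pmaip1 (2.39) rose, as did Anxa2 (4.07). Of 32 HIF targets 28 rose and 2 fell, of 26 ribosome biogenesis genes 24 fell and none rose. Of 14 p53 targets 11 rose and 1 fell, and of 23 core and naive pluripotency genes 13 fell and 4 rose, each count the same when adjusted over the list alone. By camera, the HIF targets were called (unadjusted p = 1.2e-11, or 9.2e-04 with an estimated correlation). So were the p53 targets (adjusted p = 0.00362, or 0.361 with an estimated correlation), while the pluripotency list was not (adjusted p = 0.0555).

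Compared with 7 d of Dox, several trophoblast and endoderm genes were lower and Fgf4, Sox2 and Pou5f1 higher after 1 d of Dox. Cdx2 (log2 fold change −3.36, adjusted p = 7.2e-04), Sox7 (log2 fold change −3.47, adjusted p = 0.00254), Hand1 (log2 fold change −1.84, adjusted p = 0.00257), Krt7 (log2 fold change −1.52, adjusted p = 0.00237) and Krt18 (log2 fold change −1.63, adjusted p = 0.00722) were lower. So were Krt8 (log2 fold change −1.75, adjusted p = 0.00768; 0.0552 without the Gata3 line) and Gata4 (log2 fold change −1.33, adjusted p = 0.0174; 0.0794 without the Otx2 line and log2 fold change −0.753 without the Gata3 line). Fgf4, the ES cell FGF ligand, was at 298 ± 22.2 CPM against 143 ± 42.9 (log2 fold change 1.09, adjusted p = 2.6e-05). Sox2 was higher (log2 fold change 0.47, adjusted p = 0.00933; log2 fold change 0.251 without the Gata3 line), and so was Pou5f1 (log2 fold change 0.41, adjusted p = 0.00583; 0.0539 without the Otx2 line). Nanog did not pass (log2 fold change 0.34, adjusted p = 0.0528; 0.0261 without the Dlx5 line). Dll1 and Neurog3 were higher (2.22 and 2.79), with the topoisomerase Top2a (0.46). Of 19 trophoblast genes 12 were lower (14 adjusted over the list alone) and none higher, with adjusted p = 1.5e-04 by camera and 0.596 with an estimated correlation. In all, 2025 genes were higher and 2253 lower, 158 and 525 of them by more than 2-fold, against 4868 and 4577 in the comparison with no Dox. The count against 7 d of Dox was 2695 without the line as a block and 1293 from the libraries of these treatments alone. The mean distance was 0.236 ± 0.0415 to no Dox and 0.103 ± 0.0617 to 7 d of Dox (SD, n = 5), with 4 lines closer to the latter and the Gata3 line closer to the former (exact sign-flip test, p = 0.125, two-sided). Projected on the change of its own line over 7 d of Dox, 0.793 ± 0.16 of the change was present on day 7 after 1 d of Dox and removal, 0.904 ± 0.0954 after 3 d and 0.906 ± 0.0602 after 5 d, the least in the Gata3 line (0.519 after 1 d). Such a share does not show that the state of day 1 was kept. For 1 d of Dox, r with the day 1 change of the time course below was 0.306, 0.406 and 0.319 (Dlx5, Gcm1 and Otx2 lines). With its day 5 change, r was 0.818, 0.862 and 0.801. No bulk library of a line without a TF treated with Dox was analysed here, so a change shared by the cultures stays open. From the profiles after removal, the paper reasons that 3 d of TF induction are in most instances enough to commit cells.

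**Figure D3:**
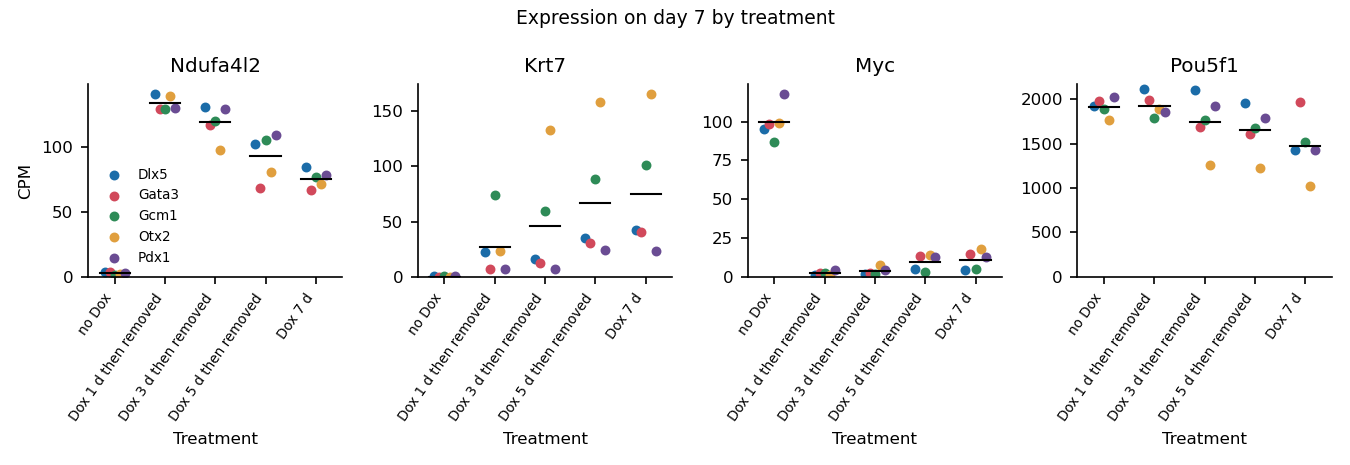
CPM of Ndufa4l2, Krt7, Myc and Pou5f1 by treatment in the Dox removal experiment, 1 point per line, with bars at the means of 5 lines. Myc lies at 99.5 ± 11.2 CPM without Dox and 2.28 ± 1.19 after 1 d of Dox and removal, Pou5f1 at 1920 ± 96.1 and 1930 ± 124.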

To further assess the maintenance of differentiated status in potent TF-induced cells, we monitored the expression of pluripotency markers (*Pou5f1*, *Nanog*, and *Sox2*) in cells overexpressing *Yy1*, *Creb3l2*, *Cdx2*, *Ets2*, *Gsc*, or *Cebpb*, followed by treatment with Dox for 1 or 5 d. As shown in Supplemental Figure S4D, the expression of pluripotency marker genes decreased over time compared with their levels in control ES cells, albeit with variable patterns. In summary, there was no substantial evidence of cells returning to ES cell–like states over time.

### ES cells experiencing fate changes show slower proliferation and increased cell death

We observed that the proportion of some iTF-induced cell populations forming separate UMAP clusters, including *Pdx1*, *Cdx2*, *Gata3*, and *Gcm1*, gradually decreased with longer induction durations (Fig. 2A–C; Supplemental Table S2). 

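Pdx1 cells made up 2.15% of assigned cells on day 1, 0.628% on day 3 and 0.0573% on day 5, a decline of 37.6-fold (95% interval 15.8 to 117) between the first and the last day. Gcm1 cells declined 42.6-fold (95% interval 11.4 to 357), from 0.975% to 0.0229%, Gata3 cells 26.4-fold (95% interval 8.72 to 131), from 0.907% to 0.0344%, and Cdx2 cells 36.2-fold (95% interval 6.11 to 1470), the latter from 37 cells to 1. The heart TF Nkx2-5 declined 60.2-fold (95% interval 16.3 to 502) and Elf5 6.91-fold (95% interval 4.73 to 10.4). No cell was assigned to Gata4 on day 5, where a count of 0 allows a decline of at least 17.6-fold, or to Nkx2-1 (at least 33.3-fold). Other TFs gained cells. The bHLH inhibitor Id2 went from 2.82% to 6.44%, a 2.28-fold rise (1.96 to 2.66), the TALE homeobox TF Meis1 gained 2.13-fold (1.66 to 2.75) and the HIF partner Arnt 2.32-fold (1.73 to 3.15). Of the 64 TFs reported for day 1, 26 had a share on day 5 under 0.5 times that on day 1, 7 over 2 times (Id2, Meis1, Mef2d, Vgll4, Mllt1, Arnt and Erf) and 31 in between. With only cells that had exactly 1 TF above threshold, the first of these numbers was 17 and the second 2. Shares are of 1 pool per day and sum to the whole, so a gain of some TFs lowers the shares of the others.

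**Figure D4:**
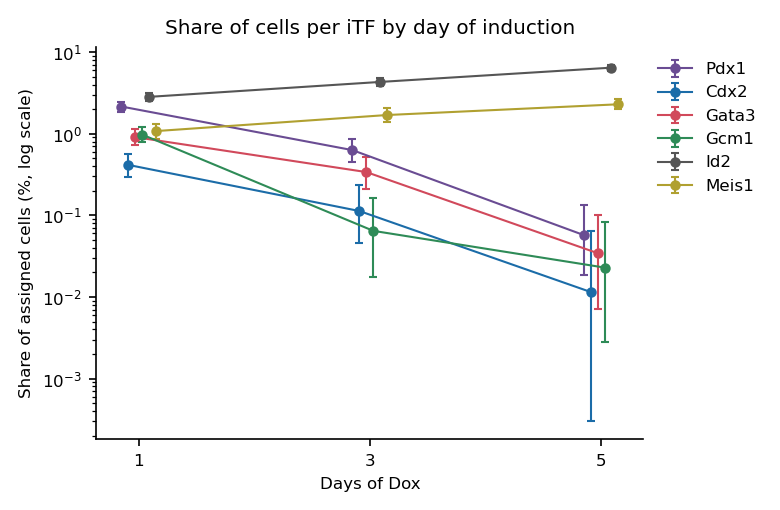
Share of assigned cells (percent, log axis) on days 1, 3 and 5 of Dox for Pdx1, Cdx2, Gata3, Gcm1, Id2 and Meis1, with 95% Clopper-Pearson intervals. Pdx1 declines to 0.0573% while Id2 rises to 6.44%.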

Because ES cells have a higher proliferation rate than differentiated cells (Zaveri and Dhawan 2018) and we maintained leukemia inhibitory factor (LIF) in the culture even after iTF induction, the dilution of iTF-induced cells by rapidly proliferating ES cells over time is likely responsible for this observation. Therefore, we hypothesized that some TFs, barely detected in day 3 or 5 samples, such as *Pdx1*, *Jun*, *Nkx2-5*, and *Gata3*, might still have significant reprogramming potential (Supplemental Fig. S5A; Supplemental Table S2). Additionally, as pluripotent stem cells undergo increased cell death upon differentiation (Duval et al. 2000; Bashamboo et al. 2006), we thought that cell death might also contribute to the decreased proportion of some TF-induced cells. To address these possibilities, we monitored the proliferation rate and cell death of multiple individual iTF lines associated with a high differentiation index (i.e., *Gcm1*, *Nkx2-5*, *Dlx5*, *Pdx1*, and *Gata3*) and a low differentiation index (i.e., *Meis1*, *Mef2d*, *Id2*, *Mllt1*, and *Erf*) in Figure 3A. Our results validated that cells with a high differentiation index, indicating rapid differentiation, show decreased proliferation with increased cell death, whereas the cells with a low differentiation index show no significant changes in cell proliferation and cell death (Fig. 4A,B; Supplemental Fig. S5B,C). Hence, our conclusion is that the rates of proliferation and cell death are intricately connected to TF-mediated differentiation of ES cells. The findings further indicate that when assessing differentiated or differentiating ES cells, proliferation and cell death rates should be regarded as pivotal factors in high-throughput differentiation screens. Moreover, these results underscore the advantages of using controlled TF induction, an approach not attainable with constitutive promoter-based methods.

**Figure 4.**
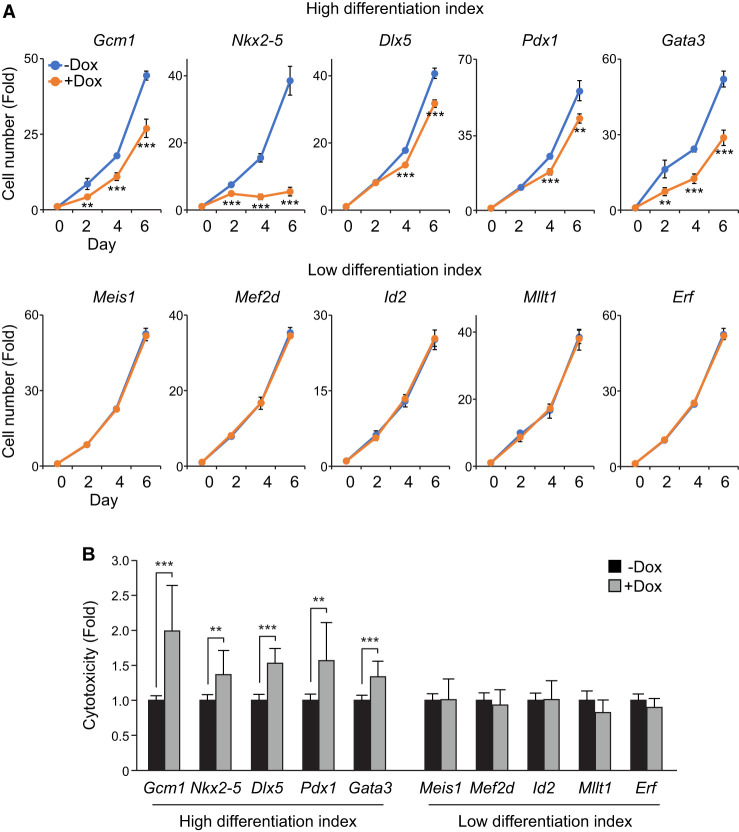
ES cells experiencing fate changes show slower proliferation and increased cell death. (*A*) Line plots depicting the time course measurement of cell number upon overexpression of iTFs via Dox induction (0.5 µg/mL; +Dox). The untreated cells (−Dox) were used as a control. The *top* row represents iTFs with high differentiation indexes, and the *bottom* row represents iTFs with low differentiation indexes. Cell numbers were counted up to 6 d after Dox induction, and the fold changes in cell numbers from day 0 were calculated and plotted (n = 2). Data were represented as mean ± SD, and a Student's *t*-test was performed to determine significance between −Dox and +Dox: (**) *P* < 0.01, (***) *P* < 0.001. (*B*) A bar plot shows the fold change in cell death in 10 iTF lines upon overexpression of the iTF by treating Dox (0.5 µg/mL) for 2 d. The cytotoxicity was calculated by measuring lactate dehydrogenase (LDH) activities in the culture media. The percentage of cytotoxicity was calculated for each value by dividing it against the value from the wells treated with lysis buffer, which provided the maximum LDH activity. The fold change was calculated against the control samples. Finally, the average percentage of cytotoxicity was calculated across replicates (n = 3–6), and a Student's *t*-test was performed to determine significance: (**) *P* < 0.01, (***) *P* < 0.001.

### iTF-mediated rapid global expression changes and lineage specifications

Using the Dox-inducible system in our approach allowed us to reveal that a mere 1-d induction of potent TFs is sufficient to alter the global gene expression profile (Fig. 2). To delve deeper into the speed of cell fate changes, we conducted global gene expression profiling at additional time points, 3 h, 6 h, 12 h, day 1, day 3, and day 5, following the induction of *Otx2*, *Gcm1*, or *Dlx5*. 

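Dlx5 transcripts rose from 18.6 CPM at 0 h to 6330 at 3 h and 7950 at 6 h in the Dlx5 line, and were at 407 on day 3 and 103 on day 5. Gcm1 was at 2240 CPM at 3 h, 4110 at 12 h and 347 on day 3, while Otx2 rose from 24.4 to 1400 CPM at 12 h and was at 192 on day 5. The time course has 21 libraries, 1 for each of 3 lines at each of the 6 times and at 0 h, the uninduced ES cells of the same line. Library totals were 16523421 to 25307894 estimated counts, and the mitochondrial share of counts moved with time in all 3 lines. It was 0.391 to 0.459% at 0 h, 1.28 to 1.56% at 3 h, 0.816 to 1.07% at 6 h, 0.745 to 1.2% at 12 h and 0.784 to 1.36, 0.585 to 0.869 and 0.251 to 0.337% on days 1, 3 and 5, and the cause was not tested. Counts were prepared and tested as for Dox removal, with the 3 lines as replicates and all 21 libraries in the fit, over 13089 genes. With 3 lines, a gene that answers to only 1 of the TFs can have a wide error, and how often such a gene passes was not tested.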

As shown in Supplemental Figure S6A, although the timing varies depending on the iTFs, a 12-h induction is sufficient to transform the transcriptome from that of uninduced ES cells, suggesting that iTF-mediated cell fate changes are exceptionally rapid and dynamic processes.

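Klf4 and Sox2 passed the test as lower by 6 h and Nanog and Pou5f1 by 12 h. Foxa1 passed it as higher by 6 h and Gsc, Gata4, Hand2 and Foxc1 by 12 h. These times do not give an order of the genes, since no difference between genes or times was tested. At 6 h, the log2 fold change was −1.32 for Nanog, which did not pass, and −1.31 for Sox2, which did. At 3 h, Nanog (log2 fold change −0.54, adjusted p = 0.505) and Pou5f1 (log2 fold change −0.22, adjusted p = 0.439) had not passed the test. The RAB35 exchange factor Dennd1b (log2 fold change 1.63, adjusted p = 0.00112; 0.0602 without the Dlx5 line and 0.101 without the Otx2 line) and the kinase Map3k2 (log2 fold change 1.67, adjusted p = 0.011; 0.329 without the Dlx5 line and 0.0971 without the Gcm1 line) rose. Ndufa4l2 fell (log2 fold change −3.45, adjusted p = 0.00474; 0.269 without the Dlx5 line). At 6 h, Klf4 (log2 fold change −0.94, adjusted p = 0.00872; 0.173 without the Dlx5 line and 0.133 without the Gcm1 line) and Sox2 (log2 fold change −1.31, adjusted p = 0.0253; 0.214 without the Dlx5 line and 0.141 without the Otx2 line) fell. The germline and naive TF Prdm14 fell too (log2 fold change −1.98, adjusted p = 0.0287; 0.353 without the Dlx5 line and 0.184 without the Gcm1 line). Foxa1, a pioneer TF of endoderm, rose (log2 fold change 5.36, adjusted p = 0.00827; 0.218 without the Dlx5 line and 0.0986 without the Gcm1 line), and Nanog did not pass (log2 fold change −1.32, adjusted p = 0.0567).

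At 12 h, Nanog was at 154 ± 79.7 CPM (SD, n = 3) against 522 ± 19 at 0 h (log2 fold change −1.85, standard error 0.36, adjusted p = 0.00432). Klf2, a naive TF, was at 144 ± 93.6 (93 without the Otx2 line) against 679 ± 58.6 (log2 fold change −2.48, standard error 0.34, adjusted p = 5.7e-04). Zfp42 (log2 fold change −1.92, adjusted p = 4.2e-05), Tcl1, an AKT cofactor of ES cells (log2 fold change −2.65, adjusted p = 2.4e-05), and Nr0b1 (log2 fold change −2.23, adjusted p = 2.6e-04) fell in all 3 lines. Klf4 (to 102 ± 17.5 CPM, adjusted p = 5.0e-04) and Pou5f1 (log2 fold change −0.65, adjusted p = 0.00459) fell in all 3 lines. Sox2 fell (log2 fold change −1.45, adjusted p = 0.00464; 0.0563 without the Dlx5 line).

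Gsc, the organizer TF, rose from 0.467 ± 0.071 to 14.1 ± 10.3 CPM (8.14 without the Otx2 line; log2 fold change 4.76, standard error 0.57, adjusted p = 2.9e-04), and Foxa1 to 13.8 ± 6.09 (log2 fold change 5.58, adjusted p = 0.00145; 0.052 without the Dlx5 line). Gata4 (log2 fold change 3.11, adjusted p = 0.00533; 0.0895 without the Dlx5 line) rose, as did the mesoderm TFs Hand2 (log2 fold change 5.37, adjusted p = 0.00668; 0.0881 without the Dlx5 line and 0.0658 without the Gcm1 line) and Foxc1 (log2 fold change 5.65, adjusted p = 0.00637; 0.124 without the Dlx5 line and 0.0549 without the Gcm1 line). Sox9 rose too (log2 fold change 7.72, adjusted p = 0.0115; 0.0854 without the Dlx5 line and log2 fold change 2.68 and adjusted p = 0.102 without the Gcm1 line). The glycolytic switch kinase Pdk1 (log2 fold change −1.32, adjusted p = 0.00263; 0.073 without the Dlx5 line) and Ndufa4l2 (log2 fold change −2.42, adjusted p = 0.00506; 0.0964 without the Dlx5 line) fell. Gnl3 and Ncl, nucleolar proteins, fell (log2 fold change −0.73, adjusted p = 0.00135; 0.0643 without the Dlx5 line, and log2 fold change −0.69, adjusted p = 0.00506; 0.144 without the Dlx5 line). Ncl was also lower on day 1 (log2 fold change −0.81, adjusted p = 0.00108; 0.0567 without the Dlx5 line). Of 23 core and naive pluripotency genes 13 fell at 12 h (18 adjusted over the list alone) and none rose, with adjusted p = 9.0e-14 by camera and 0.25 with an estimated correlation.

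On day 1, Pou5f1 was at 847 ± 167 CPM against 1910 ± 32.7 (log2 fold change −1.18, standard error 0.13, adjusted p = 9.7e-05) and Klf4 at 126 ± 19.9 (log2 fold change −0.91, adjusted p = 0.00119). Nanog (log2 fold change −1.63, adjusted p = 0.00414; 0.06 without the Gcm1 line) and Sox2 (log2 fold change −1.19, adjusted p = 0.00677; 0.0615 without the Dlx5 line) were low. Sox9, a TF of chondrocytes and of many epithelia, was at 86.1 ± 145 CPM (2.52 without the Gcm1 line; log2 fold change 8.90, standard error 1.78, adjusted p = 0.00262; log2 fold change 4.17 without the Gcm1 line), far higher in the Gcm1 line than in the others. Hand2, a TF of heart and limb mesoderm, was at 2.83 ± 2.18 (1.82 without the Gcm1 line; log2 fold change 6.89, adjusted p = 6.9e-04). Gata4 (log2 fold change 3.46, adjusted p = 0.00152), Gsc (log2 fold change 4.48, adjusted p = 1.7e-04), Foxa1 (log2 fold change 5.65, adjusted p = 6.7e-04) and the neurotrophin receptor Ngfr (log2 fold change 2.36, adjusted p = 0.00344; 0.05 without the Otx2 line) rose in all 3 lines. So did the p53 targets Ccng1, from 80.7 ± 3.47 to 248 ± 6.49 CPM (log2 fold change 1.62, adjusted p = 7.0e-07), and Cdkn1a (log2 fold change 1.36, adjusted p = 0.00355; log2 fold change 0.744 without the Gcm1 line). Hand1 (log2 fold change 2.35, adjusted p = 0.0124; 0.0539 without the Dlx5 line, 0.0696 without the Gcm1 line and 0.0875 without the Otx2 line) and Krt18 (log2 fold change 3.13, adjusted p = 0.0419; log2 fold change 4.74 and adjusted p = 0.0501 without the Dlx5 line, log2 fold change 1.81 and adjusted p = 0.211 without the Gcm1 line and 0.137 without the Otx2 line) rose as well.

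On day 5 the core TFs no longer passed the test, with Pou5f1 at 1880 ± 156 CPM (log2 fold change −0.02, adjusted p = 0.915) and Nanog at 350 ± 27.3 (log2 fold change −0.56, adjusted p = 0.185; 0.0361 without the Dlx5 line). Sox2 was at 355 ± 19.3 (log2 fold change −0.22, adjusted p = 0.521) and Klf4 at 209 ± 31.8 (log2 fold change −0.18, adjusted p = 0.34). Nr0b1 (log2 fold change −3.00, adjusted p = 6.4e-07), Zfp42 (log2 fold change −1.45, adjusted p = 8.5e-06) and the spalt TF Sall3 (log2 fold change −4.93, adjusted p = 7.2e-09) stayed low. Krt7 rose to 10.4 ± 6.3 CPM on day 3 (6.77 without the Gcm1 line) and 37.7 ± 16.1 on day 5 (log2 fold changes 4.37 and 6.26), and Hand1 to 16.1 ± 12.2 (9.14 without the Gcm1 line) and 19.8 ± 9.88. Tfap2c, a TF of trophoblast, was at 49.1 ± 9.72 on day 3 (adjusted p = 0.00243), and Wnt7b had a log2 fold change of 5.15 on day 5 (adjusted p = 0.00135). Acta2, not detected at 0 h, was at 11.5 ± 10.7 CPM on day 5 (5.33 without the Otx2 line). On day 3, Pou5f1 was lower (log2 fold change −0.53, adjusted p = 0.00471; 0.0608 without the Otx2 line). Nanog (log2 fold change −0.56, adjusted p = 0.216; 0.0455 without the Dlx5 line), Sox2 (log2 fold change −0.09, adjusted p = 0.826) and Klf4 (log2 fold change 0.20, adjusted p = 0.334) did not pass.

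The number of changed genes was 231 up and 79 down at 3 h, 253 up and 170 down at 6 h, 1266 up and 999 down at 12 h, 2267 up and 1880 down on day 1, 2581 up and 2323 down on day 3 and 3690 up and 3398 down on day 5. With a line left out, edgeR called 0 to 64 genes at 3 h, 0 to 170 at 6 h, 270 to 1606 at 12 h, 1124 to 2997 on day 1, 2231 to 4562 on day 3 and 4845 to 6724 on day 5, the fewest without the Dlx5 line up to day 1. From the libraries of a time and 0 h alone, edgeR called 2319 genes at 3 h, 0 at 6 h, 0 at 12 h, 0 on day 1, 5009 on day 3 and 7769 on day 5. In these counts of 0, 2747, 2259 and 2909 genes were under an unadjusted p of 0.05, and 1084 at 3 h and 1431 at 6 h without the Dlx5 line. From all libraries, limma called 300, 371, 2065 and 4069 genes at 3, 6 and 12 h and on day 1, and DESeq2 726, 1057, 3310 and 4943. Distances to 0 h of the same line at 12 h were 0.167 in the Dlx5 line, 0.394 in the Gcm1 line and 0.0855 in the Otx2 line, and between the lines at 0 h they were 0.0146 to 0.0185. The Gcm1 line was beyond that range at 3 h (0.0717), and so were the Dlx5 line (0.0429) and the Otx2 line (0.0286). The range comes from untreated libraries and holds no effect of Dox itself or of handling. The time course has no uninduced library after 0 h, so a distance beyond the range is not tied to the TF. The paper proposes from these profiles that cell fate changes by iTFs are rapid, with 12 h being enough to leave the uninduced state.

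**Figure D5:**
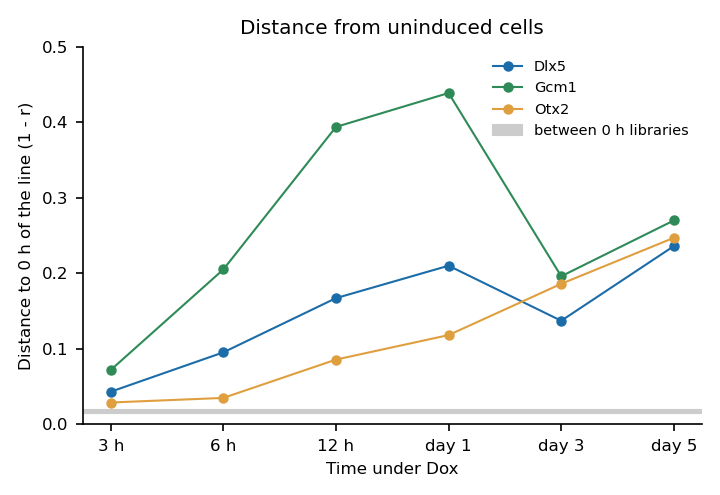
Distance of each library to 0 h of its own line (1 minus Pearson's r over the 3000 genes of highest variance) by time of Dox, 1 line per TF; the grey band is the range between the 0 h libraries of different lines. The Gcm1 line peaks at 0.439 on day 1 and is at 0.196 on day 3.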

To further investigate the specific lineages induced by each TF induction, we calculated differentiation indexes using 643 additional gene sets from the Molecular Signature Database (MSigDB), including three germ layer–related gene sets (total, eight: two from C2 curated and six from C5 ontology gene set collection) and C8 cell-type signature gene set collection (Subramanian et al. 2005; Liberzon et al. 2011). Overall, TFs with high differentiation index values based on all genes detected from our samples (Fig. 3A) also show relatively high values from the test of MSigDB gene sets (Supplemental Table S6), and some cases indicated incipient trajectories of early differentiation. For instance, *Gata4*- and *Gata3*-induced cells showed the highest values from endoderm gene sets, whereas *Elf5*-induced cells showed high values from mesoderm gene sets. Moreover, we found that *Gcm1* overexpression induces trophoblast or placenta-related cell types, and *Jun*, *Fos*, or *Gcm1* induction generates heart-related cell types. 

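Sox17, an endoderm TF, was at 177 CPM against 0.672 in reference cells (ratio 264, 95% interval 206 to 342) in Gata4 cells on day 1 and at 149 CPM (ratio 221, 174 to 286) in Gata3 cells. Pdgfra, a receptor of primitive endoderm, was at 103 CPM (ratio 160, 123 to 211) in Gata4 and 39.2 CPM (ratio 60.8, 45.8 to 81.6) in Gata3 cells, and the forkhead TF Foxq1 at 67.6 CPM (ratio 173, 124 to 248) and 56 CPM (ratio 144, 103 to 204). The collagen Col4a2 was at 199 CPM (ratio 55, 48.3 to 62.8) in Gata4 cells. All 14 measured genes of primitive endoderm were higher than in reference cells in Gata4 cells (median log2 ratio 4.14) and in Gata3 cells (3.42), both at percentile 100 of 10000 random lists matched on expression. In Elf5 cells, the T-box TF Eomes was at 129 CPM against 2.46 in reference cells (ratio 52.4, 95% interval 46 to 59.9) on day 1, the LIM TF Lhx1 at 23 CPM (ratio 42.3, 31.8 to 57) and the VEGF receptor Kdr at 10.4 CPM (ratio 15.5, 11.4 to 21). Of the mesoderm genes, 4 of 7 were higher in Elf5 cells on day 1 (median log2 ratio 0.22, percentile 87 of the random lists), and 3 of 4 on day 3 (median 1.73, percentile 99.7). Trophoblast genes, a list that holds Eomes too, were higher in 7 of 11 cases on day 1 (median 0.55, percentile 99.9) and in 11 of 12 on day 5 (median 2.13). The lists of the paper's Fig. 5 were not used here. Elf5 and the GATA TFs themselves are left out of the lists for cells.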

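Gata2, a TF of trophoblast giant cells, was at 76.5 CPM against 1.08 in reference cells (ratio 70.9, 95% interval 56.9 to 88.7) in Gcm1 cells on day 1, and Krt18 at 602 CPM (ratio 50.1, 46.8 to 53.7). Of 11 trophoblast genes 8 were higher in Gcm1 cells (median log2 ratio 1.08, percentile 99.3). Among heart genes, the troponins Tnnt2 and Tnnc1 were higher in Gcm1 cells, at 9.57 CPM (ratio 4.3, 2.91 to 6.18) and 5.63 CPM (ratio 4.13, 2.45 to 6.61). The atrial myosin Myl7 and titin (Ttn) were lower, at 2.25 CPM (ratio 0.441, 0.19 to 0.876) and 3.66 CPM (ratio 0.476, 0.252 to 0.818). In Jun cells, Tnnc1 was at 27.1 CPM against 1.36 in reference cells (ratio 19.9, 95% interval 16.1 to 24.6) and Ttn at 1.43 CPM (ratio 0.186). In Fos cells, Ttn was at 4.78 CPM (ratio 0.622, 0.42 to 0.889) and Tnnc1 at 2.31 CPM (ratio 1.7, 0.928 to 2.89), the latter not different from reference cells at this depth. The cardiac list had 3 genes higher and 4 lower in each of Gcm1, Jun and Fos cells. The medians were 0.00, −0.15 and −0.14 at percentiles 31.5, 16.9 and 20.1. The paper's index is a distance without direction over other gene sets, so these counts do not test its heart-related call. Other groups of genes stood out in these cells. Keratin and epithelial genes were higher in all 14 cases in Jun cells and in Fos cells. Immediate early stress genes had a median of 2.85 in Gcm1 cells, with Atf3 at 46.1 CPM (ratio 34.6, 27.5 to 43.5) and the heat shock gene Hspa1a at 36 CPM (ratio 15.6, 12.5 to 19.4).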

Notably, some TFs, such as *Jun*, *Fos*, and *Gcm1*, activated gene sets associated with multiple lineages or specialized cell types (Fig. 5A; Supplemental Table S6). 

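Profiles of TF-induced cells on day 1 were compared across genes, as Pearson's r between the log2 ratios to reference cells of each pair of TFs over 7149 genes, which are not independent replicates. The NK2 homeobox TFs Nkx2-1 and Nkx2-5, of lung and heart, ranked first of the 2016 pairs, with r = 0.832. Dlx3 and Dlx4, which lie next to each other in the genome, had rank 2 (r = 0.816), and Gata3 and Gata4 rank 3 (r = 0.77). Dlx5, whose number of cells was outside the range set for reporting, had r = 0.893 with Dlx3 and 0.82 with Dlx4. Among the AP-1 subunits, Fos had r = 0.754 with Fosl1, 0.682 with Jun and 0.663 with Fosl2, and Fosl1 and Fosl2 had 0.72. Jun was less like Fosl1 (r = 0.478, rank 45) and Fosl2 (r = 0.455, rank 57). Over all 2016 pairs of 64 TFs, the median was 0.092 and the 95th percentile 0.391. The 9 pairs ranked here, of families that the paper names as alike, all exceeded that percentile. With a minimum of 10 UMIs for the TF, Jun and Fosl2 did not (r = 0.346 against 0.359). The paper named these families from the same iTF-seq data, so their high ranks are not an independent check. Pairs outside these families ranked high too, such as Pdx1 and Dlx3 (rank 5, r = 0.724), Cited1 and Pax9 (rank 8, r = 0.673) and Jun and Pax9 (rank 12, r = 0.653). From the likeness of TFs of a family, the paper proposes redundancy or positive feedback among them.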

We also computed a similarity matrix with the median values of differentiation indexes for all available pairs of gene set groups and iTFs (Fig. 5B) and found that among TFs with cell fate conversion potential, those belonging to the same family often showed similar lineage specification potential, indicating either redundancy or positive feedback loops among these family TFs (e.g., GATA3 and GATA4; DLX3, DLX4, and DLX5; NKX2-1 and NKX2-5; and AP-1 complex proteins, including JUN, FOS, FOSL1, and FOSL2). To validate the induced lineage markers associated with cells overexpressing TF within the same family, we individually overexpressed each TF using iTF lines. Subsequently, we monitored the expression of associated lineage marker genes through reverse transcription quantitative polymerase chain reaction (RT-qPCR). Marker genes for distinct cell types/lineages were selected from MSigDB, PanglaoDB (Franzén et al. 2019), and the Azimuth data set (Hao et al. 2021). As illustrated in Supplemental Figure S6B, the induction of *Dlx3*, *Dlx4*, or *Dlx5* led to increased expression levels of marker genes associated with fetal lung ciliated epithelial cells, as indicated by a high differentiation index calculated using the Descartes fetal lung ciliated epithelial cell gene set (Supplemental Table S6). We also confirmed the common activation of lineage marker genes for fetal spleen vascular endothelial in *Nkx2-1* and *Nkx2-5* overexpressed cells (Supplemental Table S6; Supplemental Fig. S6C). In addition to using the differentiation index, we used SingleCellNet (Tan and Cahan 2019) in conjunction with training data (Han et al. 2018) to monitor iTF-mediated lineage specification. However, we encountered challenges in predicting potential lineages, indicating that SingleCellNet might not be optimal for analyzing our data, possibly owing to the early differentiation status of the iTF cells.

**Figure 5.**
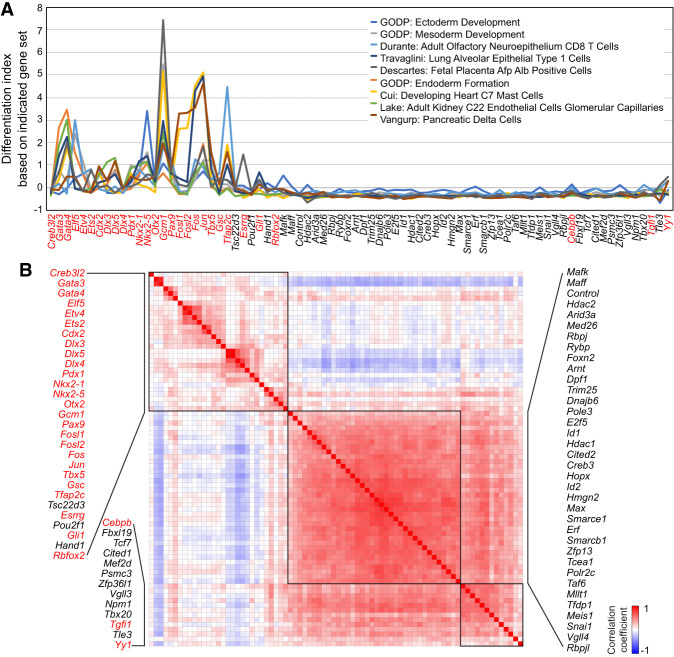
iTF-mediated lineage specification. (*A*) Differentiation index calculated with gene expression responses to the induction of 80 individual TFs (day 1) and indicated gene sets obtained from MSigDB signature gene set collection. Red text indicates TFs harboring cell fate conversion potential defined by differentiation indexing (Fig. 3A). (*B*) Similarity matrix of iTFs calculated from the differentiation indexes, which were based on all pairs of iTFs and 643 gene sets from MSigDB. Some groups of TFs show high similarity and form clusters of red cells and black boxes, meaning they have similar differentiation indexes across various cell type– or lineage-specific gene sets. Red text indicates TFs with cell fate conversion potential defined by differentiation index.

### GCM1 and OTX2 function as activators during TF-mediated cell fate changes

Among genes that encode TFs that rapidly trigger cell fate changes, *Gcm1* and *Otx2* are of particular interest, as their cell fate conversion potential has not been reported in mouse ES cells. *Gcm1* had the highest differentiation index among all potent TF genes (Fig. 3A) and is expressed explicitly in a subset of mouse placental trophoblast cells, in which it plays a critical role in placental cell fusion (Stecca et al. 2002). 

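In Gcm1-induced cells on day 1 (87 cells), Gata3, a TF that specifies trophectoderm, was at 33.5 CPM (95% interval 27.7 to 40.1), against 1.26 CPM in reference cells. Arid3a, an activator of the trophectoderm program, was at 58.3 CPM (95% interval 50.6 to 66.7) against 11.3, and Tfap2c at 32.4 CPM (95% interval 26.7 to 38.8) against 17.1. Hand1 was at 3.66 CPM (95% interval 1.95 to 6.26), which did not differ from 3.29 CPM in reference cells at this depth, and Cdx2, the TF of trophoblast stem cells, at 0.281 CPM (1 UMI) against 0.563. All of these TFs are in the pool, and reference cells were chosen below the threshold of each, which can lower the reference level. In cells of the other TFs, Gata3, Arid3a, Tfap2c, Hand1 and Cdx2 were at 2.68, 18.4, 22.1, 9.72 and 2.76 CPM. UMIs of Gata3 were found in 55.2% of Gcm1 cells, 5.27% of reference cells and 8.13% of cells of the other TFs, and those of Arid3a in 72.4%, 35.6% and 47.5%. For Hand1 the shares were 14.9%, 13% and 18.6%, and for Cdx2 1.15%, 2.3% and 6.8%. Tfap2c had UMIs in 37.9%, 43.4% and 48.3%. Median depths were 34594 UMIs in Gcm1 cells, 41748 in reference cells and 47628 in cells of the other TFs. The AP-2 TF Tfap2a was at 12.1 CPM against 2.31 in reference cells (ratio 5.25, 95% interval 3.71 to 7.27) and Wnt7b at 6.19 CPM (ratio 7.1, 4.26 to 11.4).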

Our analysis of pseudobulk RNA-seq data and independent RT-qPCR confirmed that *Gcm1*-induced cells express many trophoblast marker genes, such as *Gata3*, *Arid3a*, *Hand1*, *Tfap2c*, and *Cdx2* (Supplemental Fig. S7A; Supplemental Table S4), suggesting that *Gcm1 trans*-differentiates ES cells to trophoblast-like cells. *Otx2*, on the other hand, encodes a TF previously implicated in brain, cerebellum, and eye development (Ruiz-Reig et al. 2019), and a high level of *Otx2* induces rod cell fate in retinal progenitors (Yamamoto et al. 2020). Recent screens also revealed that overexpression of human *OTX2* triggers differentiation of human pluripotent stem cells (Ng et al. 2021; Joung et al. 2023). We observed that *Otx2* induction activates the expression of multiple neuronal lineage markers in both pseudobulk RNA-seq data and RT-qPCR analysis, consistent with its in vivo function (Supplemental Fig. S7B; Supplemental Table S4).

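Map1b, a microtubule protein of growing axons, was at 225 CPM against 79.2 in reference cells (ratio 2.84, 95% interval 2.72 to 2.96) in Otx2-induced cells on day 1, and the neurotrophin receptor Ngfr at 17.8 CPM (ratio 2.83, 2.42 to 3.31). Lhx1, a LIM TF of the anterior neural tube and mesendoderm, was at 5.21 CPM (ratio 9.57, 6.62 to 13.9), whereas Sox1, the earliest TF of neuroectoderm, was lower at 0.579 CPM (ratio 0.273, 0.108 to 0.571). On day 3, Lhx1 was at 18.5 CPM against 0.351 in reference cells (ratio 52.7, 95% interval 36.4 to 77.9) and the BDNF receptor Ntrk2 at 11.9 CPM (ratio 24.5, 17.2 to 35.4). Of 13 neural genes 9 were higher on day 1 (median log2 ratio 0.25, percentile 99.8) and 10 of 15 on day 3 (median 0.28). Genes of formative pluripotency were further from reference cells, with 7 of 8 higher on day 1 (median 0.97, percentile 100) and a median of 1.46 on day 3. Sall2, a spalt TF of the epiblast, was at 10 CPM (ratio 5.84, 4.61 to 7.37), and Pou3f1, an epiblast and neural POU TF, at 32.4 CPM (ratio 2.57, 2.29 to 2.87). The number of Otx2 cells on day 1 (231) was over 2 times the paper's, outside the rule for reporting.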

To further investigate the cell fate–changing capacity of *Gcm1* and *Otx2*, we analyzed the pseudobulk RNA-seq data and identified differentially expressed genes upon the induction of each TF. As shown in Figure 6, A and B, Gene Ontology (GO) analysis revealed that the down-regulated genes upon the induction of *Gcm1* (491 genes) or *Otx2* (176 genes) are associated with ES cell maintenance and proliferation-related terms, indicating that both *Gcm1* and *Otx2* triggered the differentiation of ES cells upon induction. The up-regulated genes by *Gcm1* (1806 genes) were enriched in differentiation-related terms, including cell differentiation, tube development, and placenta development in accordance with the up-regulation of trophoblast marker genes. 

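Sox9, a TF of chondrocyte and epithelial progenitors, was among the genes that rose most in Gcm1 cells on day 1, at 315 CPM against 0.59 (ratio 534, 95% interval 416 to 697) in reference cells. Cygb, a globin of stressed cells, had a ratio of 544 (403 to 752), Lbx1, a homeobox TF of muscle precursors, 544 (400 to 759), and Areg, an EGF receptor ligand, 2170 (1050 to 5430). Comp, a cartilage matrix protein, the liver TF Onecut2, the LIM TF Lhx2 and the calcium buffer Calb2 had ratios of 599, 220, 280 and 123. Among the lowest ratios were those of the 5mC dioxygenase Tet1 at 74.9 CPM against 358 (ratio 0.209, 95% interval 0.185 to 0.236) and the Nodal coreceptor Tdgf1 with a ratio of 0.234 (0.21 to 0.259). L1td1, an RNA-binding protein of ES cells, had 0.245 (0.228 to 0.264), and Tdh, the threonine dehydrogenase on which mouse ES cells depend, 0.251 (0.231 to 0.271). Of 3365 genes with at least 50 CPM, 482 were over 2 times and 170 under 0.5 times the level of reference cells. In the Gcm1 line on day 1 of the time course, 474 of 477 and 160 of 161 of these moved the same way against 0 h, with r = 0.956 across genes, which are not independent replicates. The paper states that genes raised by Gcm1 are enriched in terms of differentiation, that of placenta among them.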

The 257 genes up-regulated in *Otx2*-induced cells were related to nervous system development, which is in accordance with previous reports (Ruiz-Reig et al. 2019). 

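Lefty2 and Lefty1, antagonists of Nodal, were among the genes highest above reference cells in Otx2 cells on day 1, Lefty2 at 101 CPM against 15.5 (ratio 6.54, 95% interval 6.07 to 7.04) in reference cells and Lefty1 with a ratio of 4.75 (4.33 to 5.2). Dnmt3b, the de novo DNA methyltransferase of the epiblast, had a ratio of 3.89 (3.7 to 4.1), the glutaredoxin Glrx 5.99 (5.47 to 6.54), Krt18 4.39 (3.98 to 4.83), the imprinted zinc finger gene Peg3 3.87 (3.57 to 4.2) and the tropomyosin Tpm2 3.86 (3.57 to 4.18). Nanog was lower with a ratio of 0.482 (0.45 to 0.516), as were Klf4 with 0.511 (0.482 to 0.542), Nr0b1 with 0.492 (0.448 to 0.539) and the RAS family gene Mras with 0.447 (0.411 to 0.486). Of 2831 genes with at least 50 CPM, 15 were over 2 times and 6 under 0.5 times the level of reference cells, with r = 0.759 across genes to the Otx2 line on day 1 of the time course. With a minimum of 10 UMIs of Otx2, which left 110 of 231 cells, the numbers were 45 and 46 and r was 0.81. Ratios were then 0.32 for Klf4, 0.237 for Nr0b1, 0.226 for Mras, 6.72 for Tpm2 and 9.3 for Glrx, while Lefty1 had 4.89.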

Overall, induction of *Gcm1* and *Otx2* resulted in cell fate conversion by down-regulation of ES cell marker genes and promoting the activation of lineage-specific genes.

**Figure 6.**
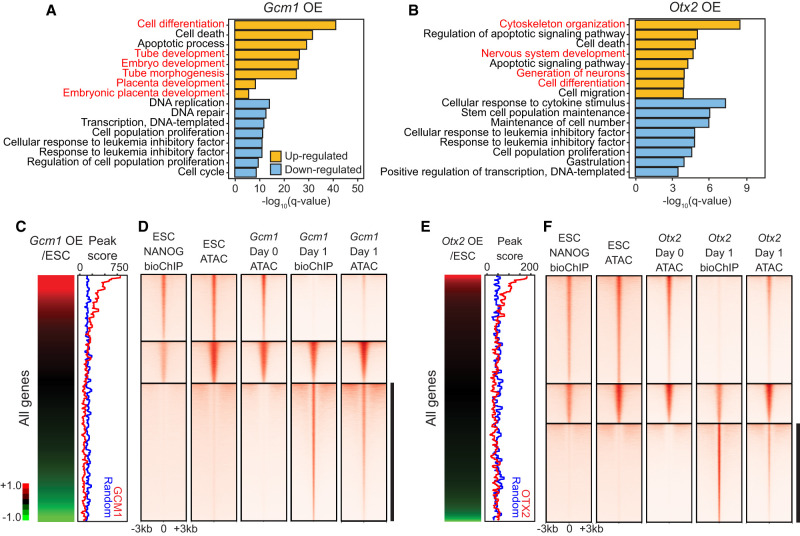
GCM1 and OTX2 function as activators and pioneer factors. (*A*,*B*) Selected GO biological process terms significantly enriched among differentially expressed genes up-regulated or down-regulated in *Gcm1*-overexpressing cells (*A*) or *Otx2*-overexpressing cells (*B*). (*C*,*E*, *left*) Expression profiles of *Gcm1*-overexpressing cells (*C*) or *Otx2*-overexpressing cells (*E*) with genes ordered by their expression levels in *Gcm1/Otx2*-overexpressing cells relative to the control ES cells. (*Right*) Corresponding peak scores to the expression profiles (red) and randomized peak scores (blue) are shown by applying moving window average (window size, 100; bin size, one). (*D*,*F*) bioChIP-seq of indicated TFs and ATAC-seq signals detected in control ES cells, −Dox cells (day 0), and *Gcm1*-overexpressing cells (*D*) or *Otx2*-overexpressing cells (*F*; day 1). Black bars indicate the regions closed in ES cells or day 0 cells but occupied by GCM1 (*D*) or OTX2 (*F*) and become open.

As the SBFB vector used in iTF-seq enables biotinylated iTF-mediated mapping of PDI and PPI (Kim et al. 2009), we aimed to gain insight into the molecular mechanisms underlying the cell fate changes induced by *Gcm1* and *Otx2*. Therefore, we performed biotin-mediated chromatin immunoprecipitation followed by high-throughput sequencing (bioChIP-seq) to identify direct targets of these TFs (Supplemental Fig. S7C). As both TFs rapidly induced cell fate changes, we performed bioChIP-seq after 1 d of induction. bioChIP-seq analysis revealed 130,265 and 88,585 target peaks of GCM1 and OTX2, respectively, and motif analysis using HOMER (Heinz et al. 2010) showed that the top-ranking motifs of GCM1 and OTX2 were similar to their previously known motifs (Supplemental Fig. S7D). Both TFs showed a strong preference for binding to distal enhancers, which are known to be strongly associated with cell fate determination (Supplemental Fig. S7E; Ong and Corces 2012). Furthermore, a combined analysis of bioChIP-seq and pseudobulk RNA-seq data showed that both TFs had a strong occupancy on the genes activated by the induction of each TF (Fig. 6C,E). These results suggest that GCM1 and OTX2 function as transcriptional activators during cell fate conversion.

### GCM1 and OTX2 function as pioneer factors

Because the genes directly targeted by GCM1 and OTX2 during TF-mediated cell fate conversion were not generally active in self-renewing ES cells (Fig. 6C,E), we hypothesized that GCM1 and OTX2 might have pioneer factor activity (Iwafuchi-Doi and Zaret 2016; Morris 2016), which would allow them to bind to and open up previously inaccessible chromatin regions. To test this, we analyzed the chromatin accessibility of ES cells before and after induction of each TF using assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq). As shown in Figure 6, D and F, we found that the chromatin accessibility of control NANOG binding sites was similar to those in ES cells and the cells without TF induction. However, subsets of GCM1 and OTX2 target loci displayed extremely low ATAC-seq signals in control ES cells or the cells without induction, but their ATAC-seq signals increased significantly upon induction of GCM1 and OTX2, suggesting that these TFs likely act as pioneer factors and increase the chromatin accessibility of silenced lineage markers in ES cells, thereby facilitating cell fate conversion.

## Discussion

In summary, this study highlights the potential of iTF-seq to identify previously unknown potent TFs with cell fate conversion potential. In addition, the iTF-seq approach provides a powerful tool for investigating the molecular mechanisms of cell fate conversion induced by TFs as we found that GCM1 and OTX2 act as pioneer factors to induce cell fate conversion by directly activating lineage-specific genes residing in regions of closed chromatin. Future studies using iTF-seq could focus on identifying additional TFs involved in cell fate conversion and investigating their specific mechanisms of action, such as potential roles as repressors or dual-function TFs. Additionally, mapping the interaction partner proteins of the TFs with the iTF-seq pipeline can provide further insights into their unique features and modes of action. Overall, iTF-seq has the potential to significantly advance our understanding of the complex molecular events underlying cell fate conversion.

Many previous studies have used multiple TFs for cell fate reprogramming. However, emerging research revealed that even a single TF can induce cell fate conversion toward a specific lineage or cell type, including recent large-scale screens (Parekh et al. 2018; Joung et al. 2023). By using appropriate culture conditions, like the somatic cell reprogramming case, a single TF-mediated cell fate change can be further polished for generating functional cell types. These findings highlight the merits of a single-factor system, particularly when integrated with downstream approaches aimed at understanding the action mechanisms of potent individual TFs, as elucidated in this study. Testing multiple TFs based on the results obtained from a single TF screening could enhance the efficiency of cell fate conversion.

Our observations on the decreased proportion of cells expressing TFs capable of triggering cell fate changes during prolonged induction are consistent with previous reports on the differences in cell cycle phase duration and cell death between pluripotent stem cells and differentiated cells. It is important to note that 20%–30% of mouse ES cells undergo cell death upon exit from self-renewal (Duval et al. 2000; Bashamboo et al. 2006), which may also contribute to cell fate conversion upon TF induction. In addition, we observed that the decreased expression levels of pluripotency markers persisted in cells overexpressing the iTFs, such as *Yy1*, *Creb3l2*, *Cdx2*, *Ets2*, *Gsc*, and *Cebpb*, which showed cell fate–changing effects only evident in day 1 results. This observation suggests that the loss of these cells on days 3 and 5 did not result from a reversion to ES cell–like states over time but may stem from other reasons. We confirmed that multiple iTF-triggered differentiated cells show increased cell death. Therefore, we conclude that both the slower cell cycle and enhanced cell death upon differentiation are responsible for the decreased proportion of cells observed during more prolonged induction of potent TFs. Our discoveries underscore the significance of considering cell cycle and cell death in perturbation screens related to the differentiation of ES cells. This aspect has not been addressed in previous screens that lacked monitoring dynamic changes in cellular status through an inducible system. This understanding will be essential in designing more effective screening strategies for identifying potent TFs capable of inducing cell fate conversion.

The SB approach induces a spectrum of ectopic TF expression levels and a heterogeneous cell population, which may affect cell fate–changing efficiency. We observed a range of TF expressions among iTF overexpression cells (Supplemental Fig. S8A). The variability in ectopic TF levels may be attributed to the number of inserted iTFs and potential positional effects. In our observations, cells showing higher ectopic TF expressions (top 33%) tended to display relatively lower expression of ES cell markers (*Pou5f1*, *Sox2*, and *Nanog*), whereas cells with lower TF expression (bottom 33%) showed somewhat higher levels of ES cell marker genes compared with cells expressing high levels of iTF. It is noteworthy that in both cases, the levels of ES cell markers were lower than those in undifferentiated control ES cells, indicating the ES cell differentiation. 

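In Jun cells on day 1, Nanog was at 13.5 CPM in the top and 70.1 in the bottom tertile (ratio 0.193, 95% interval 0.13 to 0.279) by Jun level, and 151 CPM in reference cells. Sox2 and Pou5f1 had ratios of 0.277 (0.239 to 0.319) and 0.348 (0.31 to 0.391) between the same tertiles, of 58 cells each. In Elf5 cells the ratios were 0.231 (0.18 to 0.293) for Nanog, 0.441 (0.405 to 0.48) for Pou5f1 and 0.518 (0.475 to 0.565) for Sox2, and in Pdx1 cells 0.42 (0.335 to 0.524), 0.44 (0.402 to 0.48) and 0.996 (0.918 to 1.08). Gcm1 was an exception for Nanog, with a ratio of 1.38 (1 to 1.9), and Fosl2 for Pou5f1, with 1.18 (1.08 to 1.3). Of 26 TFs of Table S5 reported for day 1, Nanog, Pou5f1 and Sox2 were each lower in the top tertile in 25, with an interval below 1 in 22, 23 and 22. Both tertiles were below reference cells in 24 TFs for Nanog, 21 for Pou5f1 and 20 for Sox2. The bottom tertile of Elf5 cells, at 417 CPM of Sox2 against 401, was not. TF levels are UMIs of the TF's gene, ectopic and endogenous together. From marker levels below those of control cells in both groups, the paper concludes that the cells have differentiated.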

Although we acknowledge that this variability in ectopic TF levels introduces noise into the system, we recognize its potential to offer valuable insights into TF dosage effects. We unexpectedly observed that the induction levels of *Gata3* influence lineage specification decisions toward trophoblast or primitive endoderm lineages. Cells with high *Gata3* expression displayed trophoblast-like gene expression programs, whereas those with low *Gata3* expression expressed primitive endoderm-like gene expression patterns (Supplemental Fig. S8B). Consequently, although our system may generate complex expression patterns contingent on the levels of ectopic TFs, we posit that these resultant patterns may offer an additional layer of information for a deeper understanding of TF dosage effects in cell fate conversion, a facet not easily gleaned from other methodologies.

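Sparc, a matrix protein of parietal endoderm, was at 748 CPM in the top and 300 in the bottom tertile (ratio 2.5, 95% interval 2.24 to 2.79) of Gata3 cells by Gata3 level on day 1. The basement membrane collagen Col4a1 was at 339 CPM in the top and 139 in the bottom tertile (ratio 2.43, 95% interval 2.07 to 2.87). The keratin Krt8 was at 238 CPM in the top and 108 in the bottom tertile (ratio 2.2, 95% interval 1.82 to 2.67), and Krt18 at 86.9 and 60.4 CPM. Wnt7b was at 4.38 and 10.2 CPM and Tfap2a at 8.04 and 14.6, differences within counting error. Over the list of primitive endoderm, 12 of 14 genes were higher in the top tertile (median log2 ratio 0.77, percentile 100 of random lists). Over the trophoblast list, 6 of 11 were higher (median 0.10, percentile 49.2). Against reference cells, the medians were 3.34 for primitive endoderm and 1.29 for trophoblast in the top tertile, and 2.98 and 1.14 in the bottom tertile. The tertiles held 27 cells each.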

Although some tissue/cell type–specific TFs activated the expected tissue/cell type–specific genes upon induction, we also observed that several TFs activated various lineages or a broad spectrum of gene sets. Notably, we found that the induction of multiple family TFs resulted in similar transcriptome changes (Fig. 5B; Supplemental Fig. S6B,C). Especially, ectopic induction of all tested *Jun/Fos* family TFs increased the expression levels of marker genes associated with multiple lineages, although each factor showed distinct kinetics. Although FOS and JUN showed rapid activation of lineage marker genes, with expression evident in day 1 samples, *Fosl1*- and *Fosl2*-overexpressing cells displayed a noticeable activation of lineage marker genes after 3 d of induction. Therefore, although their potency and target activation timing may vary, the immediate early genes, *Jun* and *Fos*, along with their family proteins, *Fosl1* and *Fosl2*, activated more than two lineages, suggesting that these TFs can activate multiple lineages (Supplemental Fig. S6D). 

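Krt7 was at 96.1 CPM against 0.799 in reference cells (ratio 120, 95% interval 96.1 to 152) in Fos cells on day 1 and at 5.59 CPM (ratio 6.99, 4.91 to 9.89) in Fosl1 cells. Anxa2 was at 417 CPM (ratio 70.5, 64.9 to 76.8) in Jun, 338 CPM (ratio 57.2, 52.4 to 62.5) in Fos, 51.1 CPM (ratio 8.64, 7.68 to 9.72) in Fosl1 and 43.4 CPM (ratio 7.34, 6.21 to 8.64) in Fosl2 cells. By day 3, Krt7 had reached 143 CPM against 1.61 in reference cells (ratio 89, 95% interval 75.7 to 105) in Fosl1 cells and 106 CPM (ratio 66, 55 to 79.4) in Fosl2 cells, and Krt18 377 CPM (ratio 22.9, 21.6 to 24.3) and 303 CPM (ratio 18.5, 17.1 to 19.9). The median log2 ratio of 14 keratin and epithelial genes on day 1 was 2.60 in Jun and 2.63 in Fos cells, against 1.19 in Fosl1 and 0.78 in Fosl2 cells. In Fosl1 cells it was 2.95 on day 3 and 3.66 on day 5, and in Fosl2 cells 1.94 and 2.94. Jun and Fos cells were at 1.82 and 3.05 on day 3 and at 0.35 and −0.04 on day 5, days on which their numbers of cells were outside the range set for reporting. The days are single libraries with different reference cells, and the change between days was not tested.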

Although not tested, our current experimental setting suggests that multiple family TFs generating similar transcriptome changes might have similar chromosomal target genes. As each TF within the same family often shows distinct cell type–specific expression patterns, our approach may help to elucidate the context-dependent roles of family TFs by testing additional cell types. Investigating whether these TFs occupy similar genomic targets would be of great interest in understanding the potential and general behavior of individual family TFs.

Our study showed that both GCM1 and OTX2 possess pioneer factor activity by binding closed chromatin in ES cells, leading to the opening of the target loci. It remains to be tested whether other potent TFs we identified also have pioneer activity and can contribute to generating open chromatin. Understanding the requirement of pioneer factor activity for TF-mediated cell fate conversion will be essential to uncover the underlying mechanisms of this process. Although GCM1 and OTX2 induced distinct gene expression profiles upon induction, it is possible that they share common interaction partner proteins, such as the factors involved in enhancer regulation, enhancer-related histone signatures, and chromatin remodeling, in addition to their unique interaction partner proteins. Therefore, identifying the interaction partner proteins of potent TFs will be crucial to understand both general and unique mechanisms of TF-mediated cell fate conversion. Our iTF-seq approach, which is also compatible with the biotinylation-mediated immunoprecipitation followed by mass spectrometry (bioIP/MS) approach (Kim et al. 2009), will provide a powerful platform to identify TFs capable of cell fate changes and to gain insights into the mechanisms of TF-mediated cell fate conversion. This approach holds great potential for generating desired cell types and for advancing our understanding of cell fate conversion processes.

Although we successfully identified potent cell fate–changing TFs that showed rapid effects based on day 1 results, the current method also presents limitations concerning the availability of informative cells (differentiated) at later time points, necessitating significantly more sequencing depth. Therefore, incorporating a depletion step to exclude undifferentiated cells, such as by using SSEA-1 expression, could enhance the efficiency of identifying potent cell fate–changing TFs using iTF-seq. Additionally, the SB transposon system integrates varying numbers of iTFs into each cell, resulting in a spectrum of TF expression levels among iTF lines. Although this variability in ectopic TF levels introduces noise into the system, it simultaneously provides valuable insights into TF dosage effects.

## Methods

### Cell culture

All the ES cell lines, including BirA-expressing mouse J1 ES cells (BirA-ES cells) and stable inducible lines, were cultured on 0.1% gelatin-coated plates in Dulbecco's Modified Eagle Medium (DMEM) (high glucose, Gibco 11965092) supplemented with 18% fetal bovine serum (Gemini Bio-Products 100106), 100 µM MEM nonessential amino acids (100X stock, Gibco 11140050), EmbryoMax nucleosides (MilliporeSigma ES-008-D), 2 mM L-glutamine, 50 U/L penicillin–streptomycin (100X stock, Gibco 10378016), 100 µM β-mercaptoethanol, and 1000 U/mL mouse LIF (Gemini Bio-Products 400–495) in a 37°C incubator with 5% CO_2_. Cells were passaged every 2 d by dissociating into single cells with 0.25% trypsin-EDTA.

### Construction of pSBFB plasmid and generation of stable inducible overexpression cell lines

The luciferase ORF of pSBtet-GP (Addgene 60495) was replaced by a FLAG sequence, biotinylation site, and multiple cloning sites with NotI and NheI sequences (pSBFB). For cloning, total RNA was extracted from mouse J1 ES cells using the RNeasy plus mini kit (Qiagen 74136). Then, the RNA was reverse-transcribed with the ProtoScript II first strand cDNA synthesis kit (New England Biolabs [NEB] E6560). Each gene of interest was amplified from the cDNA and cut with NotI and/or NheI depending on the presence of respective cut sites within the ORF. Cloning was performed using T4 DNA ligase (NEB M0202) using pSBFB digested with NotI and/or NheI enzymes. The cloned vectors, verified with Sanger sequencing, were transfected (lipofectamine 3000, Thermo Fisher Scientific L3000008) into BirA-ES cells (Kim et al. 2008) along with pCMV(CAT)T7-SB100 (Addgene 34879), conferring transient expression of the SB transposase for inserting the target sequence into the genome of BirA-ES cells. To obtain stable cell lines, the transduced cells were selected using puromycin (1 µg/mL, Gibco A1113803) and G418 (250 µg/mL, Gibco 10131027) at 24 h after transfection. Protein expression of the transfected gene of each cell line was confirmed with western blotting after treatment with Dox (Fisher BioReagents BP26535) for 24 h at a concentration of 0.5 μg/mL.

### Western blotting

Dox-treated or untreated cells were lysed using Laemmli sample buffer (Bio-Rad 1610747) supplemented with 5% β-mercaptoethanol (MilliporeSigma M3148) and heated for 10 min at 95°C. The cell lysate was run on sodium dodecyl sulfate (SDS) polyacrylamide gel and transferred onto polyvinylidene fluoride (PVDF) membranes (MilliporeSigma IPVH00010). Then, membranes were blocked with either 5% nonfat milk or BSA in TBS-T (Tris-buffered saline with 0.1% Tween-20) for 1 h. Subsequently, the membranes were incubated with streptavidin–horseradish peroxidase conjugates (streptavidin-HRP, Cytiva RPN1231, 1:2000) or ACTB antibody (Abgent AM1829B, 1:20,000). For ACTB detection, the membrane was incubated with a secondary antibody (Cell Signaling Technology 7076, 1:10,000) for 1 h at room temperature. The membrane was then exposed to ECL substrate (Cytiva RPN2232), and visualized on a ChemiDoc XRS+ imaging system (Bio-Rad).

### RT-qPCR

Total RNA was extracted using RNeasy plus mini kit (250, Qiagen 74136). For each sample, 500 ng RNA was reverse-transcribed with qScript cDNA supermix (Quantabio 95048-100). cDNA was diluted into 200 μL, and qPCR was performed using PerfeCTa SYBR Green FastMix (QuantaBio 95072-012). The primers used for qPCR are listed in Supplemental Table S7. Results were calculated from three independent samples (n = 3), and statistical significance was determined using two-tailed Student's *t*-test analysis.

### Immunofluorescence

Immunofluorescence was performed on *Gcm1* and *Otx2* SBFB cells after 24 h of Dox induction with uninduced control cells. Cells were washed twice with PBS and fixed with freshly cracked 4% paraformaldehyde in PBS for 20 min at room temperature. After washing three times with wash buffer (0.1% BSA in PBS), the cells were blocked in blocking buffer (PBS containing 0.1% BSA, 10% horse serum, and 0.3% Triton X-100) for 45 min. The cells were then incubated with streptavidin, Alexa Fluor 555 conjugate (Thermo Fisher Scientific S21381; diluted at 1:500 in PBS with 0.1% BSA and 10% horse serum) overnight at 4°C, followed by three washes with wash buffer. After incubation with DAPI for 5–10 min, the cells were rewashed and visualized under a fluorescence microscope.

### Pooled induction of target genes and scRNA-seq

In total, 80 iTF lines that were confirmed to express the protein of interest were pooled and cultured in ES cell media. Pooled cell lines were then treated with Dox (0.5 μg/mL) for 1, 3, and 5 d. At each time point, Dox-treated and control ES cells were dissociated into single cells with 0.25% trypsin-EDTA. The dissociated cells were washed twice with 0.04% BSA in PBS and resuspended to a concentration of 1000 cells per microliter. Then the cells were subjected to scRNA-seq. Single-cell libraries were generated using the chromium next GEM single-cell 3′ library kit v3.1 (10x Genomics), and the libraries were sequenced on a NovaSeq 6000 (Illumina).

### Sequencing read alignment and cell quality control

Sequencing reads were aligned with Cell Ranger v6.0.1 (Zheng et al. 2017). The mouse 2020-A reference built by 10x Genomics, which is based on Ensembl release 98 (Yates et al. 2020) GRCm38 genome assembly and GENCODE M23 annotation (Frankish et al. 2019), was used as a reference sequence. Cell quality control was performed with Seurat v4.0.3 (Hao et al. 2021). Based on plots illustrating the distribution of quality-control metrics, the criteria for filtering of cells were determined: A cell should have more than 1000 unique detected genes, with <10% of reads mapped to the mitochondrial genome, and more than 10,000 detected molecules. After filtering, 65%–77% of cells were selected (R Core Team 2021).

### Identification of cells overexpressing TFs

We defined a forward tag as 21 bp from a TF's start codon and defined its upstream tag as 7 bp from the vector. For the reverse tag, we concatenated a TF's last 21 bp (including the stop codon) with the downstream 7 bp from the vector and took its reverse complement. These tags were unique for each TF and allowed us to distinguish between the wild type and induced version of each gene. The only exception was the Dlx4 forward tag, which was 30 bp long because the 28-bp tag completely aligned to the reference genome.

BAM files were converted to FASTA files using SAMtools v1.7 (Li et al. 2009). Reads without either cell barcodes or UMIs were removed. Then, BLAST was performed to detect reads aligned with the tags. Collected reads with the tags were organized to the transcript level. The alignment results based on our tags were also compared with the alignment by Cell Ranger. When more than half of a transcript's reads aligned to two different genes by the two methods, that transcript was excluded. We did not exclude the cases in which a gene was annotated as “NA” by Cell Ranger but aligned with our tags and used the alignment results for further analysis.

### Adjustment of minimum UMI thresholds and cell selection

Because the iTF lines were generated individually, the number of unique iTFs expressed in a cell is theoretically one. However, errors from sequencing and library preparation steps such as polymerase chain reaction (PCR) can introduce errors that may lead to incorrect iTF prediction (Stoler and Nekrutenko 2021). To reduce false-positive events in detecting iTFs, we exploited UMIs. We applied different thresholds for the minimum number of UMI (one to five) and counted cells with single iTF detection. As the number of cells with a single iTF peaked in the minimum UMI 3 threshold, this threshold was adopted to designate iTF cells. The control cells were identified by excluding cells expressing any iTFs with a minimum UMI threshold of one.

### UMAP visualization of iTF-seq data

Uniform manifold approximation and projection (UMAP) plots were drawn with cells overexpressing a single iTF and control cells using Seurat v4.0.3 (Hao et al. 2021). Expression values were normalized and variance-stabilized by SCTransform (Hafemeister and Satija 2019). The location of whole cells was visualized, and TF-overexpressing cells for each TF and control cells were marked.

### Pseudobulk RNA-seq processing

Pseudobulk RNA-seq expression values were calculated by taking the mean of gene expression values for every gene from iTF-overexpressing cells and control cells, respectively. Log-normalized versions of corrected counts by SCTransform (Hafemeister and Satija 2019) were used (Supplemental Table S4).

### Calculation of differentiation index

First, because gene expression values are not independent of each other, we performed principal component analysis (PCA) after normalizing, variance-stabilizing, and estimating missing values with SCTransform. Fifty principal components (PCs) were used because the variance explained by each PC becomes very small around the 50th PC. The centroid of control cells based on the PCs was calculated; distances between the centroid and each control cell were measured; and these distances were converted into *z*-values. Then, distances between TF-overexpressing cells and the centroid of control cells were measured and normalized using the mean and standard deviation from control cells. For these calculations, gene expression measurements for the 80 TFs were excluded.

In addition to all genes, for some analyses, differentiation indexes were calculated with other specific gene sets: core module genes, PRC module genes (Kim et al. 2010), and 643 gene sets from the MSigDB (Subramanian et al. 2005; Liberzon et al. 2011). The 80 TFs of interest were excluded from all gene sets, and ribosomal genes (Nakao et al. 2004) were additionally excluded from the two module gene sets. For gene sets from MSigDB, we chose three germ layer–related gene sets (total, eight: GO:0007398, GO:0007492, GO:0001706, GO:0035987, GO:0007498, GO:0048332, GO:0048333, and GO:0031016) from C2 curated and C5 ontology gene set collection and all the gene sets (total, 704) from the C8 cell type signature gene set collection. Mouse orthologs of human genes were listed using Ensembl BioMart (Kinsella et al. 2011), and gene sets whose size was fewer than 15 genes were filtered out. The median values of differentiation indexes were used for the hierarchical clustering of all available pairs of gene sets and iTFs (Supplemental Table S6).

### Analysis of differentially expressed genes

Global gene expression patterns of TF-overexpressing cells at each time point to their respective control cells were compared by using Seurat v4.0.3. We computed differential expression with DESeq2 (Love et al. 2014) based on raw expression values, excluding cases when the number of TF-overexpressing cells was fewer than three. Differentially expressed genes were filtered with these criteria: average |log_2_(Fold Change)| ≥ 0.5, and Bonferroni-corrected *P*-value < 0.05. iTFs themselves were not counted as up-regulated genes. The GO term enrichment tests were performed with the gprofiler2 R package (Kolberg et al. 2020).

### RNA sequencing and data analysis

Total RNA extraction was performed using RNeasy plus mini kit (250) (Qiagen 74136), and mRNA isolation was accomplished using magnetic mRNA isolation kit (oligo(dT) beads; NEB E7490). The sequencing libraries were prepared using NEBNext ultra DNA library prep kit (NEB E7645S) and were sequenced on an Illumina NovaSeq 6000 using 150-bp paired-end reads. Adapter/quality trimming was performed with Trim Galore! v0.6.10 (Babraham Bioinformatics; https://github.com/FelixKrueger/TrimGalore). Quantification of transcript expressions was performed with Salmon v1.10.2 (Patro et al. 2017), and aggregation to the gene level was performed with the R package tximport v1.22.0 (Soneson et al. 2015).

### Cell proliferation assay

iTF lines were seeded at a density of 6 × 10^4^ cells/mL in the indicated ES cell media in 0.1% gelatin-coated 24-well plates. Dox was treated 24 h after seeding at a concentration of 0.5 µg/mL. Cells were counted at four time points: on the day of Dox induction and on days 2, 4, and 6 of Dox induction, using the Invitrogen countess automated cell counter (Invitrogen). Briefly, cells were trypsinized with 0.25% trypsin-EDTA, and then, 10 µL of the cell suspension was mixed with 10 µL of 0.4% trypan blue and counted by the cell counter.

### Cell death assay

iTF lines were seeded at a density of 5 × 10^5^ cells/mL in the indicated ES cell media in 0.1% gelatin-coated 96-well plates. Dox was treated 24 h after seeding at a concentration of 0.5 µg/mL. After 2 d of Dox induction, lactate dehydrogenase (LDH) activity was quantified using the CyQUANT LDH cytotoxicity assay kit (Thermo Fisher Scientific C20301) according to the manufacturer's instruction. The 10× lysis buffer and nuclease-free water were added directly to the media and incubated at 37°C. After 45 min, 50 µL of the media was transferred to a new 96-well plate containing an equal volume of reaction mix. The plates were incubated for 30 min at room temperature in the dark. Stop buffer was added to each well, and the final absorbance was measured at 490 nm with the Tecan M1000 plate reader. The results were normalized to wells that had been treated with lysis buffer, providing the maximum LDH activity.

### bioChIP-seq and ATAC-seq

bioChIP-seq was performed on *Gcm1* and *Otx2* iTF lines with or without Dox induction, as well as ES cells expressing biotinylated NANOG. For each bioChIP reaction, 5 × 10^6^ cells were fixed using 1% formaldehyde for 7 min at room temperature, and then the fixation was stopped by the addition of glycine to a final concentration of 0.125 M. The bioChIP was performed as described previously (Kim et al. 2009). The genomic DNA was sonicated into fragments of ∼200 bp using a Bioruptor (Diagenode). The cross-linked DNA fragments were precleared using Protein A agarose (Sigma-Aldrich 11134515001) and immunoprecipitated using Dynabeads MyOne streptavidin T1 (Invitrogen 65602). The sequencing libraries were prepared using the NEBNext ultra DNA library prep kit (NEB E7645S) and were sequenced on an Illumina NovaSeq 6000 using 50-bp paired-end reads. An assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) was performed on iTF lines for *Gcm1* and *Otx2* under uninduced or 1-d-induced conditions. ATAC-seq libraries were generated using Diagenode's ATAC-seq kit (C01080001) followed by sequencing on Illumina NovaSeq 6000 using 50-bp paired-end reads.

### bioChIP-seq and ATAC-seq data analysis

Published ES cell ATAC-seq data were downloaded from the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSM2412020. The FASTQ files of bioChIP-seq and ATAC-seq were trimmed with Trim Galore! v0.6.7 and mapped to the mm10 mouse reference genome using Bowtie 2 v2.4.4 with default parameters (Langmead and Salzberg 2012; https://github.com/FelixKrueger/TrimGalore). All alignments were further sorted by Picard Tools v2.27.2 and filtered by SAMtools v1.14 with MAPQ ≥ 10 (Broad Institute) (Li et al. 2009; http://broadinstitute.github.io/picard). The PCR duplicates were removed using Picard Tools v2.27.2. Peaks were identified using MACS2 v2.2.7.1 with a cutoff of FDR < 0.05 and annotated with HOMER v4.11 (Zhang et al. 2008; Heinz et al. 2010). For visualization, RPGC normalized bigWig files were generated using deepTools bamcoverage v3.5.0 (Ramírez et al. 2014).

## Data access

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE218628 and GSE220724. The codes used in this study are available at GitHub (https://github.com/marcottelab/iTF-seq) and as Supplemental Code.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

Supplement 5

Supplement 6

Supplement 7

Supplement 8

Supplement 9

How the deposited data were processed for this re-analysis (not part of the article)

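Of the 49 samples of the series, 3 are iTF-seq libraries of the pool after 1, 3 and 5 d of Dox and 46 are bulk RNA-seq libraries of single iTF lines. The bulk libraries belong to the Dox removal experiment (25 libraries of 5 lines) and to the time course of induction (21 libraries of 3 lines), with 1 library per line and treatment. Other assays of the paper were not analysed here, nor was a bulk library of a line without a TF transgene treated with Dox. Wild-type cells of the pool are part of the reference cells, where they cannot be told from cells of iTF lines below threshold.

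For iTF-seq, the authors made UMI counts per gene and cell with Cell Ranger 6.0.1, and the deposited tables hold these UMI counts for the barcodes called as cells, before the paper's limits on cells. For bulk RNA-seq, the authors trimmed reads with Trim Galore 0.6.10, quantified them with Salmon 1.10.2 on mm10 and summed transcripts to genes, and the deposited tables hold an estimated count per gene and library. The labels call these bulk values TPM. Their columns sum to 13898333 to 30305018 per library, far above what TPM allows, so they were taken as estimated counts, rounded and tested with edgeR, where the plan had assumed TPM and limma. Alternatives planned for TPM were applied to CPM.

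Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Seurat 5.3.0, sctransform 0.4.2, igraph 2.1.4 and Matrix 1.6.5. Each bulk comparison used edgeR's quasi-likelihood test with TMM normalization on genes with a mean of at least 1 CPM, the line as a block and all libraries of the experiment in the fit. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Every adjusted p of a gene in the text comes from this edgeR test unless another tool or normalization is named. Values given with quantile normalization are not from this fit. Standard errors are the absolute log2 fold change divided by the square root of F. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the 18 lists of the comparison that were written in advance. For the other 2 lists the p is unadjusted. A single line has no replicates, and is described by its CPM values only.

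The block on the line follows from the design, since the same line was sampled under every treatment. It was checked on the deviations of each library from the mean of its treatment over 3000 genes. In the Dox removal experiment the median correlation across genes was 0.292 between libraries of a line and −0.0507 between lines, and 21 of 25 libraries were closest to their own line. In the time course the medians were 0.467 and −0.119, and all 21 libraries were closest to their own line.

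For iTF-seq, cells with over 1000 genes, over 10,000 UMIs and under 10% mitochondrial UMIs were kept, which are the paper's limits. A TF was left unresolved on a day when more than 8% of the cells reached its threshold. Cells with several TFs above threshold and none at 3 times the others were left out as doublets or mixed barcodes, and no doublet caller was run. Only 64 reference cells of day 1 had no UMI of any TF whose threshold is 3, since endogenous TFs and free RNA also give UMIs. Residuals came from SCTransform with the mitochondrial share regressed out, without the 80 TFs. The index used 50 principal components, and clusters used 20 nearest neighbours and Louvain at resolution 1.5. With 1 library per day, cells are not independent replicates. No test was run on cells, and intervals of shares and ratios cover counting error alone. Ratios to reference cells have exact conditional intervals for 2 Poisson counts, and a count of 0 was bounded at 3 counts. Medians of gene lists in cells are given with their percentile among 10000 random lists matched on expression in 20 bins.

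The genes named in the text were picked by a rule fixed in advance. It takes genes the paper names for a comparison, the 10 largest rises and the 10 largest falls among genes called with the lines as replicates, and the 4 largest changes of each list. For pseudobulk profiles it takes the 10 highest and the 10 lowest ratios at 50 CPM or more that moved the same way in the bulk library of the line. The text gives part of these genes. Predicted, ribosomal and mitochondrial genes were not named. Of the gene lists, 18 were written in advance, and those of hypoxia and HIF targets and of ribosome biogenesis were written after the first table of changed genes had been seen. The genes that describe the Gata6 cells were chosen after their values had been seen.

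The bulk test was tested on simulated data made from the libraries. At 5 lines, 56.7% of genes changed 1.5-fold, 83.6% of genes changed 2-fold and 100% of genes changed 4-fold were called, with 4 false calls among 164. At 3 lines the shares were 14.9%, 49.3% and 80.3%, with 5 false calls among 101. In simulated cells, 99.6%, 99.6% and 99.5% of the cells with a TF were assigned to it on days 1, 3 and 5. Of the cells without a TF, 6.51%, 5.97% and 5.67% were given one. The simulated cells with a TF numbered 8927, 6206 and 8733, the same as those assigned in the data. These shares do not give the accuracy of assignment in real cells, of which 33.3% on day 1 had more than 1 TF at threshold. Simulated changes of 1.5-fold, 2-fold and 4-fold in 87 cells were estimated at 1.48, 1.99 and 3.96 times.

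Alternatives covered the filter, the normalization, the block, the pseudocount, each line left out, the libraries in the fit, and for cells the thresholds, the limits on cells, the normalization, the number of components and the resolution. The tests with limma on log2(CPM + 1) and with DESeq2 were added after the data were seen. The paper's tags of the vector are read from reads and were not repeated, and neither was its comparison with MSigDB gene sets. Its Table S4 and Table S6 were held only in part and were not used. For the paper's comparisons of cells, Seurat and DESeq2 were run by the authors with cells as replicates, which was not repeated.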

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

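Chosen only after the result was seen were the tests of low oxygen and of shares in the pool. A single line lay far from the other 4 of its treatment by Dixon's test in 33 of 201 groups, while chance gives about 1 in 20 groups. In what follows, the value of the nearest other line is in brackets. The Gata3 line carried more endoderm transcripts than the others. After 7 d of Dox it had 201 (27.2) CPM of Gata4, 160 (15.4) of Gata6, 30.8 (3.39) of Sox7, 1130 (391) of Col4a2, 23.6 (2.96) of Cdx2 and 175 (351) of Sox2, and a TMM factor of 0.965 (1.05). After 5 d of Dox and removal its Sox2 was at 305 (414) CPM. After 3 d and removal it had 67.9 (18.2) CPM of Gata4 and 61.6 (12.5) of Gata6, and 0.74 (0.914) of its change over 7 d of Dox was present. After 1 d and removal it had 16.8 (10.9) CPM of Gata4, 1.46 (0.214) of Sox7 and 5.63 (3.02) of Enox1. The Gcm1 line stood out for trophoblast genes after 1 d of Dox and removal, with 74.1 (23.8) CPM of Krt7, 313 (110) of Krt8, 277 (96.2) of Krt18 and 36.7 (11.2) of Hand1. Its Zfp42 was at 376 (536) CPM after 7 d of Dox and its Lmo1 at 0.285 (0.514) without Dox. The Pdx1 line had 54.9 (0.602) CPM of Pdx1 and 55.3 (21.2) of Timp3 after 7 d of Dox, and 2.75 (0.315) of Pdx1 after 3 d and removal. Without Dox it had 1.91 (0.881) CPM of Gata6, 2.81 (2.02) of Timp3 and 1390 (1360) of Zfp42. The Otx2 line had 29.5 (10.8) CPM of Myl4 after 7 d of Dox, and without Dox 30.3 (16.9) of Otx2 and 732 (664) of Nolc1. Its library without Dox was also the smallest of them, with 15.4 (22.1) × 10⁶ estimated counts, 16430 (17152) genes above 0, 7.04 (5.99)% in the 10 highest genes and 0.542 (0.431)% mitochondrial counts.

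In the time course, 2 lists moved in opposite ways at 12 h and on day 5 in all 3 lines, a difference that was not tested. The mean over the lines of the list's median log2 ratio to 0 h was 1.43 on day 5 and −0.124 at 12 h for p53 targets and apoptosis, and 1.54 and −0.214 for hypoxia and HIF targets. Cells with 3 TFs for which the paper's Table S2 lists 0 cells are data the paper did not report. Gata6 was called in 169, 152 and 26 cells on days 1, 3 and 5, Yap1 in 174, 135 and 244 and Wwtr1 in 51, 50 and 66.

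After 1 d of Dox and removal, the changes of the 5 lines on day 7 were alike across genes, with a median r of 0.885 between lines, where day 1 of the time course had 0.399. The tables argue against the state of day 1 being kept, since the highest r with the day 1 change of the same line was 0.406 and the lowest r with the day 5 change 0.801. A change of the culture shared by all lines is consistent with the median of 0.885 and with all 3 lines of both experiments being closer to day 5, and a response to low oxygen or crowding with 28 of 32 HIF targets that rose, against 4 on day 1. The wells without Dox were also kept to day 7, so age is shared with them, and the paper passages all lines every 2 d, while density was not analysed here. They resembled 0 h of the same line (r = 0.993, 0.994 and 0.989). A late path of differentiation that all 5 TFs reach would give the same values and stays open, untested. No bulk library of a line without a TF treated with Dox was analysed here. The pool held wild-type cells, but among reference cells they cannot be told from cells of iTF lines below threshold.

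Under continued Dox, Dlx5 went from 7950 CPM at 6 h to 103 on day 5 of the time course and Gcm1 from 5030 on day 1 to 68.7, and after removal 4 of 5 induced TFs were below their level without Dox, all but Otx2. Neither of the 2 explanations weighed here is settled by the tables. Loss of expression in cells that keep the construct predicted median UMIs on day 5 under 0.5 times those of day 1 for most of 5 TFs, and 2 of the 4 with cells on both days were there (Elf5 and Dlx3), while 2 (Fosl1 and Otx2) were at 0.8 times or more. For Otx2, with medians of 8 and 9 UMIs, the threshold of 7 on day 5 leaves little room for a lower median. Outgrowth of cells that express the TF by cells that do not cannot be told apart from it either, since the share of assigned cells declined between days 1 and 5 by only 2.54 times for Otx2 but by 11.2 (Dlx5) to 42.6 times (Gcm1) for the other 4 induced TFs, and loss of expression would lower these shares too. No biological explanation beyond these was tested.

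For the cells with Gata6, Yap1 or Wwtr1, the tables argue against endogenous transcripts or background just above threshold, since the median UMIs on day 1 were 6.71 times the threshold for Yap1, the lowest of these TFs. Cells turned to endoderm by another TF cannot be told apart from cells of the Gata6 line, since 63.9% of all Gata6 cells also had Gata3 or Gata4 at threshold and Gata6 itself may raise endoderm TFs, which summed to 291 CPM over Sox17, Gata4, Sox7 and Foxa2 against 2.99 in reference cells. Gata3 and Gata4 cells had 126 and 107 CPM of Gata6 against 2430 in Gata6 cells, but the assignment itself asks for 3 times the UMIs of any other TF. No other TF was at threshold in 44 Gata6 cells, with 2090 CPM of Gata6 and 128 of these 4 genes, which goes against another TF unless its transcripts were lost or missed. An ectopic Gata6, Yap1 or Wwtr1 stays open as a hypothesis, and the tag of the vector was not used here.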

How the results depend on the processing

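The tests with DESeq2 and with limma on log2(CPM + 1), and the lists of HIF targets and ribosome biogenesis, were chosen after the data were seen. The numbers of genes changed against no Dox kept within 1.5 times under every alternative, at 7653 to 10444 after 7 d of Dox, 7707 to 10239 after 5 d and removal, 7997 to 10660 after 3 d and 7885 to 10340 after 1 d. So did the number of lines closer to 7 d of Dox, the number of genes on day 5 (4845 to 7769) and the share of the 7 d change present after removal. That share was 0.764 to 0.794 after 1 d, 0.876 to 0.905 after 3 d and 0.877 to 0.909 after 5 d over sets of genes, pseudocounts and the no Dox libraries of the other lines in one of the 2 differences, which gave the lowest of each. Among summary results, a count moved when it changed by over 1.5 times, a distance or other mean when it changed by over 1 SD between lines, and a share of cells when it left its 95% interval. By this rule, 92 values under alternatives fixed in advance stayed and 13 moved for Dox removal, 44 and 35 for the time course, and 91 and 20 for iTF-seq. Among single genes, they left 1090 values as they were for Dox removal, 59 lost and 8 gained a call and 14 reversed, and 451, 80, 8 and 6 for the time course. The mean distance to no Dox minus that to 7 d of Dox stayed in 8 cases and moved in 4, over all genes and over 1000 genes, to 0.0657 and 0.359 after 3 d and removal and 0.0681 and 0.379 after 5 d, and the cause was not tested. Among values of single TFs and genes in cells, 349 stayed and 123 moved. Every reversed value was that of a core TF, and of these only Sox2 after 7 d of Dox had passed edgeR's test. With quantile normalization, Sox2 had log2 fold changes of 0.0775 after 7 d of Dox, 0.406 after 5 d and removal, which passed the test, 0.182 on day 3 and 0.0746 on day 5. Klf4 had 0.265 after 3 d and removal, 0.185 after 1 d and 0.114 on day 5, and Pou5f1 −0.125 after 1 d. The cause was not tested. With a mean of at least 5 CPM, Sox2 after 5 d and removal had 0.0437 and Pou5f1 on day 5 0.0126, and with no filter Pou5f1 after 1 d and removal −0.000555. With DESeq2, Sox2 after 3 d and removal had −0.00791 and Pou5f1 after 1 d −0.0131, and the cause was not tested. With each line left out in turn, Klf4 ranged from −0.105 to 0.0966 after 7 d of Dox, Sox2 from −0.069 to 0.0756 after 5 d and removal and from −0.0502 to 0.0525 after 3 d, Pou5f1 from −0.0309 to 0.0306 after 1 d, Klf4 from −0.0462 to 0.382 on day 3 and Pou5f1 from −0.0774 to 0.0443 on day 5. Counts of genes against 7 d of Dox were then 2 to 18 after 5 d and removal and 659 to 2171 after 3 d. In the time course they were 0 to 64 at 3 h, 0 to 170 at 6 h, 270 to 1606 at 12 h, 1124 to 2997 on day 1 and 2231 to 4562 on day 3, each time the fewest without the Dlx5 line except on day 3, where it was the Otx2 line. Other lines moved them too, as 3 h had 64 genes without the Gcm1 line and 20 without the Otx2 line, 6 h 68 and 170, 12 h 790 and day 1 2020 without the Gcm1 line, and day 3 2593 without the Dlx5 line. After 5 d and removal the count against 7 d was 4 without the Gcm1 line and 5 without the Pdx1 line, and after 3 d 1428 and 1299. Without the Dlx5 line, edgeR called 0 genes at 3 h and at 6 h, with 1084 and 1431 under an unadjusted p of 0.05, where limma called 300 and 371 from all lines. A model with no replicate block, which ignores that libraries of a line belong together, called 3, 697 and 2695 genes against 7 d of Dox after 5, 3 and 1 d, 175 at 3 h, 102 at 6 h and 1164 at 12 h. Without the block, 8 values of named genes in the Dox removal experiment and 4 in the time course lost their call, no other call changed, and the cause was not tested. From the libraries of the 2 treatments compared alone, edgeR called 2, 5 and 1293 genes against 7 d of Dox and 2319 at 3 h, but 0 at 6 h, 0 at 12 h and 0 on day 1, with 2747, 2259 and 2909 under an unadjusted p of 0.05. These fits rest on fewer samples, and why 3 h went up was not tested. With no filter, 138 genes were called at 3 h and 200 at 6 h, and with quantile normalization 157 and 192, while DESeq2 called 112 after 5 d and removal against 7 d, 726 at 3 h and 1057 at 6 h. The cause was not tested. With an estimated correlation between genes, camera made 0 calls of lists for Dox removal in place of 41 (9 at an unadjusted p under 0.05) and 1 for the time course in place of 27, and the cause was not tested. Medians of lists changed sign in 12 of 140 cases for Dox removal and 7 of 120 for the time course with quantile normalization, in 2 and 2 with limma and in 2 and 0 with DESeq2. The cause was not tested. Mean distances to 0 h over all genes were 0.0166 at 3 h, 0.033 at 6 h and 0.0651 at 12 h (both within the SD between lines), 0.0819 on day 1, 0.0553 on day 3 and 0.0869 on day 5, over 1000 genes 0.0923, 0.203 at 6 h, 0.357 at 12 h, 0.277 on day 3 and 0.351 on day 5, and with a pseudocount of 0.1 CPM 0.0989, 0.261 and 0.338, and the cause was not tested. In iTF-seq, only cells with exactly 1 TF at threshold left 5885 cells on day 1, and 17 TFs with a share on day 5 under 0.5 times and 2 over 2 times that of day 1. With log-normalized counts, 11 TFs on day 1 and 2 on day 5 had 50% or more of their cells over the 95th percentile of reference cells, and 29.4, 18.4 and 11.5% of assigned cells were in restricted clusters on days 1, 3 and 5. That share was 32.2% on day 1 and 11.8% on day 5 at resolution 0.8, 30.1, 16.4 and 6.9% where 3 TFs had to hold 70% of a cluster, and 26.5, 14.5 and 3.5% with 20 components, and the cause was not tested. With a minimum of 10 UMIs for the TF, which keeps fewer cells, it was 36.4% on day 1 and 12.4% on day 5, and 45 genes were over 2 times and 46 under 0.5 times reference cells in Otx2 cells. Id2 was unresolved on day 5 with no upper limit on mitochondrial UMIs. Few UMIs limit rare transcripts in cells, such as Cdx2 in Gcm1 cells (1 UMI). With 3 lines, 49.3% of simulated 2-fold and 80.3% of simulated 4-fold changes were called in bulk, where depth was not varied. Alternatives planned for TPM were run on CPM.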

Differences from the paper's values

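Of the tests in this part, that of the counting error of both numbers of cells was chosen after the result was seen. The paper gives a cell its TF from reads with the tag of the vector, and here the UMIs of the TF's gene were used, which hold endogenous transcripts too. The alternatives for numbers of cells that were set before the data were examined were a minimum of 5 UMIs, a minimum of 10 UMIs, only cells with exactly 1 TF at threshold, a higher lower limit on UMIs and no upper limit on mitochondrial UMIs. Of 240 numbers of cells in the paper's Table S2, 74 differed from those here by more than 1.5 times and by more than the counting error of both. Under these alternatives, in the order given, 71, 59, 104, 74 and 80 differed. Where alternatives are named below, the remaining ones did not come within the paper's number.

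On day 1, 23 TFs differed, and for 15 of them no alternative came within the paper's number. The paper's Table S2 lists 0 cells for Gata6, Yap1 and Wwtr1, which had 169, 174 and 51 here. More cells than in the paper were found for Dlx5 (34 in the paper, 103 here). Fewer cells than in the paper were found for Zfp36l1 (42 in the paper, 23 here), Hmgn2 (155 in the paper, 64 here), Npm1 (30 in the paper, 0 here), Hdac2 (17 in the paper, 1 here), Psmc3 (101 in the paper, 41 here), Rbpj (86 in the paper, 36 here) and Tcea1 (91 in the paper, 21 here). So it was for Dnajb6 (44 in the paper, 2 here), Polr2e (99 in the paper, 59 here), Smarcb1 (88 in the paper, 40 here) and Tgif1 (123 in the paper, 69 here). Gata4 (85 in the paper, 54 here), Otx2 (105 in the paper, 231 here) and Mef2d (78 in the paper, 155 here) came within the paper's number with a minimum of 10 UMIs and with no other alternative. Fos (72 in the paper, 128 here) and Meis1 (63 in the paper, 96 here) came within the paper's number with a minimum of 5 UMIs, a minimum of 10 UMIs and only cells with exactly 1 TF at threshold. Arnt (42 in the paper, 66 here) came within the paper's number with a minimum of 10 UMIs, only cells with exactly 1 TF at threshold and the higher lower limit on UMIs. Tbx5 (119 in the paper, 79 here) came within the paper's number with no upper limit on mitochondrial UMIs. Tfap2c (29 in the paper, 63 here) came within the paper's number with only cells with exactly 1 TF at threshold.

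On day 3, 23 TFs differed, and for 18 of them no alternative came within the paper's number. The paper's Table S2 lists 0 cells for Gata6, Tfap2c, Yap1 and Wwtr1, which had 152, 30, 135 and 50 here. More cells than in the paper were found for Jun (19 in the paper, 73 here) and Dlx5 (7 in the paper, 66 here). Fewer cells than in the paper were found for Tbx5 (103 in the paper, 59 here), Hmgn2 (119 in the paper, 42 here), Npm1 (24 in the paper, 0 here), Hdac2 (30 in the paper, 0 here), Psmc3 (77 in the paper, 46 here), Rbpj (83 in the paper, 43 here) and Smarce1 (86 in the paper, 49 here). So it was for Pou2f1 (32 in the paper, 16 here), Tcea1 (78 in the paper, 23 here), Dnajb6 (64 in the paper, 9 here), Smarcb1 (53 in the paper, 26 here) and Tgif1 (84 in the paper, 44 here). Gata3 (40 in the paper, 21 here), Fos (20 in the paper, 84 here) and Mef2d (71 in the paper, 140 here) came within the paper's number with a minimum of 10 UMIs and with no other alternative. Gli1 (38 in the paper, 70 here) came within the paper's number with a minimum of 5 UMIs and a minimum of 10 UMIs. Elf5 (37 in the paper, 61 here) came within the paper's number with the higher lower limit on UMIs.

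On day 5, 28 TFs differed, and for 17 of them no alternative came within the paper's number. The paper's Table S2 lists 0 cells for Jun, Dlx5, Yap1 and Wwtr1, which had 78, 9, 244 and 66 here. More cells than in the paper were found for Tfap2c (1 in the paper, 68 here) and Otx2 (29 in the paper, 89 here). Fewer cells than in the paper were found for Tbx5 (66 in the paper, 36 here), Hmgn2 (204 in the paper, 72 here), Npm1 (43 in the paper, 0 here), Hdac2 (28 in the paper, 0 here), Psmc3 (150 in the paper, 74 here), Rbpj (144 in the paper, 35 here) and Tcea1 (117 in the paper, 40 here). So it was for Dnajb6 (57 in the paper, 10 here), Etv4 (79 in the paper, 45 here), Polr2e (115 in the paper, 65 here) and Tgif1 (68 in the paper, 23 here). Gli1 (33 in the paper, 146 here), Fos (2 in the paper, 76 here), Cebpb (0 in the paper, 37 here) and Mef2d (181 in the paper, 339 here) came within the paper's number with a minimum of 10 UMIs and with no other alternative. Hdac1 (74 in the paper, 47 here), Tfdp1 (98 in the paper, 65 here) and Smarcb1 (134 in the paper, 87 here) came within the paper's number with no upper limit on mitochondrial UMIs. Arid3a (48 in the paper, 74 here) came within the paper's number with a minimum of 10 UMIs and only cells with exactly 1 TF at threshold. Maff (0 in the paper, 11 here) came within the paper's number with a minimum of 5 UMIs and a minimum of 10 UMIs. Creb3l2 (17 in the paper, 40 here) came within the paper's number with a minimum of 5 UMIs, a minimum of 10 UMIs and only cells with exactly 1 TF at threshold. Gata6 (0 in the paper, 26 here) came within the paper's number with only cells with exactly 1 TF at threshold.

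For shares of cells in separated clusters, the alternatives set before the data were examined were resolution 0.8, 3 TFs holding 70% of a cluster, 20 components, log-normalized counts and a minimum of 10 UMIs for the TF. Of 65 shares in the paper's Table S3, 12 differed, and 10, 11, 10, 13 and 12 under these alternatives. No alternative came within the paper's share for Cited1 (84.7% in the paper, 36.5% here), Creb3l2 (2.63% in the paper, 65.7% here), Hand1 (70.7% in the paper, 13.4% here), reference cells (18.5% in the paper, 5.07% here), Tgif1 (2.44% in the paper, 73.9% here) and Yy1 (3.28% in the paper, 88.2% here). The groups differ, since the paper's control cells lack any UMI of a tag and reference cells here only lack a TF above threshold, and separated clusters are read from a UMAP plot there and are TF-restricted Louvain clusters here. All alternatives came within it for Pou2f1 (5.45% in the paper, 14.6% here) and Vgll3 (2.54% in the paper, 7.75% here). Esrrg (3.08% in the paper, 27.6% here) came within the paper's share with log-normalized counts. Fos (98.6% in the paper, 61.7% here) came within the paper's share with a minimum of 10 UMIs for the TF. Id2 (2.28% in the paper, 5.95% here) came within the paper's share with 20 components. Med26 (5.19% in the paper, 10.6% here) came within the paper's share with resolution 0.8, 3 TFs holding 70% of a cluster, 20 components and log-normalized counts. Read by eye from Fig. 3A, the paper's medians of the differentiation index on day 1 are about 5 for Gcm1, about 3 for Jun and about 2 for Nkx2-5. Here the medians were 14.5, 8.74 and 5.94. A median counted as different when it was over 1.5 times off and the paper's lay outside the quartiles of the cells here. The index counts from the mean of the reference distances, so a ratio of medians depends on where that zero lies. Fos, about 2 in the figure, was also higher here (3.23), but with quartiles of 0.55 and 7.22 around the paper's value. Whether the indexes differ in scale was not settled. None of 4 alternatives set before the data were examined, 20 components, log-normalized counts, a minimum of 10 UMIs for the TF and reference cells with no UMI of any TF whose threshold is 3, came within the paper's medians. The paper tested the index and the genes of induced cells with cells as replicates, and no test was run on cells here.

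The paper finds trophoblast TFs expressed in Gcm1-induced cells. Of the TFs it names, 3 of 5 were above reference cells here, Gata3 (33.5 against 1.26 CPM), Arid3a (58.3 against 11.3) and Tfap2c (32.4 against 17.1), though 37.9% of Gcm1 cells had a UMI of Tfap2c against 43.4% of reference cells. These TFs are in the pool, and reference cells were chosen below the threshold of each, which can lower the reference level. In cells of the other TFs, Gata3, Arid3a and Tfap2c were at 2.68, 18.4 and 22.1 CPM, and Hand1 and Cdx2 at 9.72 and 2.76. Hand1 was not (3.66 CPM, 95% interval 1.95 to 6.26, against 3.29), and Cdx2 had 1 UMI (0.281 against 0.563 CPM). In bulk, Hand1 of the Gcm1 line went from 0.419 CPM at 0 h to 2.85 on day 1. The paper assigns heart-related cell types to Jun, Fos and Gcm1 from its differentiation index over MSigDB gene sets. That index is a distance from control cells, so it can be high with genes moving both ways. The measure and the genes used here differ, so the counts that follow do not test that call. Of 7 cardiac genes, 3 were higher and 4 lower than in reference cells for each of these TFs, with medians at percentiles 16.9, 20.1 and 31.5 of random lists, while Tnnt2 and Tnnc1 were higher in Gcm1 cells (4.3 and 4.13 times) and Tnnc1 in Jun cells (19.9 times). The paper links a high level of Gata3 to trophoblast and a low level to primitive endoderm. Here, 12 of 14 primitive endoderm genes were higher in the top than in the bottom tertile of Gata3 cells (median log2 ratio 0.77, percentile 100), and 6 of 11 trophoblast genes (median 0.10, percentile 49.2), while Krt8 was higher in the top tertile (ratio 2.2, 95% interval 1.82 to 2.67).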

Other observations

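The tests of HIF targets and of ribosome biogenesis were chosen after the first table of changed genes had been seen. Under Dox, some HIF targets were lower at 3 h and 6 h and most were higher on days 3 and 5. Of 32 such genes 7 fell and none rose at 3 h (12 when adjusted over the list alone, unadjusted p by camera 7.3e-08, or 0.0131 with an estimated correlation), and 5 fell at 6 h (14 over the list alone, 4.2e-09, or 0.00821 with an estimated correlation). Without the Dlx5 line, edgeR called 0 of all genes at 3 h and at 6 h (1084 and 1431 at an unadjusted p under 0.05), where limma called 300 and 371 and DESeq2 726 and 1057 from all lines, and the HIF target Ndufa4l2 at 3 h had an adjusted p of 0.269. At 12 h, 8 fell and 3 rose (0.00443, or 0.15 with an estimated correlation), and on day 1 7 fell and 4 rose, with a median log2 fold change of −0.204 and a mean of 0.0317 (0.0738, or 0.356 with an estimated correlation). On day 3, 22 rose and 1 fell (8.5e-08, or 0.0162 with an estimated correlation), and on day 5 25 rose and 1 fell (5.6e-10, or 0.00638 with an estimated correlation). Genes of ribosome biogenesis fell from 12 h on, 13 of 26 at 12 h (5.3e-10, or 0.062 with an estimated correlation), 20 on day 1 with 1 that rose, 23 on day 3 (1.0e-13, or 0.0295 with an estimated correlation) and 24 on day 5 (3.8e-13, or 0.0339 with an estimated correlation). Of 14 p53 targets, 10 rose on day 3 and 10 on day 5, and none fell (adjusted p on day 5 4.2e-04, or 0.0449 with an estimated correlation). Cell cycle genes fell in 17 of 25 cases and rose in 4 on day 5 (adjusted p = 0.00624, or 0.471 with an estimated correlation), and all 7 genes of the 2-cell-like state fell (adjusted p = 0.0139, or 0.285 with an estimated correlation). Cell cycle genes were higher after 1 d of Dox and removal than after 7 d of Dox in 9 of 25 cases (adjusted p = 4.8e-04, or 0.725 with an estimated correlation), and 11 of 18 primitive endoderm genes were lower (12 over the list alone, adjusted p = 0.00187, or 0.79 with an estimated correlation). The medians of these lists had the same sign with quantile normalization, limma and DESeq2.

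Cells with Gata6, which the paper does not report, held transcripts of primitive endoderm genes. On day 1 they held 2430 CPM of Gata6 against 2.01 in reference cells, 166 against 0.672 of Sox17, 78.3 against 1.28 of Gata4 and 108 against 0.644 of Pdgfra. Dab2, an endocytic adaptor of visceral endoderm, was at 54.6 CPM on day 1 and 392 on day 3, against 1.79 and 3.52 in reference cells. Lama1, a laminin of Reichert's membrane, was at 356, 736 and 1040 CPM on days 1, 3 and 5, against 22.8, 25.7 and 17.8.

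Changes against no Dox or 0 h were compared between lines over all tested genes. The median r between lines was 0.788 after 7 d of Dox, and 0.807, 0.861 and 0.885 after 5, 3 and 1 d and removal. In the time course it was 0.389, 0.249 and 0.34 at 3, 6 and 12 h and 0.399, 0.676 and 0.834 on days 1, 3 and 5. The change after 1 d of Dox and removal had r = 0.306, 0.406 and 0.319 with that of day 1 and 0.818, 0.862 and 0.801 with that of day 5 in the Dlx5, Gcm1 and Otx2 lines. Median log2 ratios of HIF targets between the wells without Dox and 0 h were 0.0816, 0.105 and 0.0813 in these lines.

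The libraries of each comparison were also split in other ways into groups of the same sizes. Each line was sampled under every treatment, so the real split is compared with those that part the libraries of every line, 16 for Dox removal and 4 for the time course, which are too few for a share under 0.05. Only 1 of them, the real split, gave as many genes in each comparison. For Dox removal, real counts, with the highest of the other splits in brackets, were 9391 (5864), 9342 (4772), 9655 (4067) and 9445 (5115) for 7 d of Dox and for 5, 3 and 1 d with removal against no Dox, and 12 (1), 2328 (18) and 4278 (383) for 5, 3 and 1 d with removal against 7 d. For the time course they were 310 (1), 423 (3), 2265 (2), 4147 (2), 4904 (1) and 7088 (0) from 3 h to day 5. The other splits place both libraries of some line in one group. Among 30 of all 126 splits for Dox removal the highest others were 5941, 5184, 6516, 6052, 2, 482 and 1187 in the same order, and among all 10 for the time course 2, 3, 3, 2, 1 and 1.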
